# Sphingosine 1-phosphate receptor 2 in keratinocytes plays a key role in reducing inflammation in psoriasis

**DOI:** 10.3389/fimmu.2024.1469829

**Published:** 2024-09-26

**Authors:** Kana Masuda-Kuroki, Shahrzad Alimohammadi, Samantha Lowry, Anna Di Nardo

**Keywords:** keratinocyte biology, psoriasis, sphingosine 1-phosphate, sphingosine 1-phosphate receptor 2, Th 17 cells

## Abstract

**Background:**

Psoriasis is an inflammatory skin condition where immune cells play a significant role. The importance of the cross-talk between keratinocytes and immune cells in the pathogenesis of psoriasis has recently been reaffirmed. Recent studies have found that several S1PR functional antagonists, other than S1PR2, are effective in improving psoriasis. This study aims to investigate the role of S1PR2 in psoriasis, that has not been investigated before.

**Methods:**

Spatial transcriptomics, RT-qPCR, and flow cytometry were used to map the immune cell landscape and its association with metabolic pathways in an imiquimod (IMQ)-induced psoriasis-like inflammation in *S1pr2^fl/fl^ K14-Cre* mice that could not sense sphingosine-1-phosphate (S1P) in the epidermis through the S1PR2 receptor.

**Results:**

Our analysis suggests that S1PR2 in keratinocytes plays a major role in psoriasis-like inflammation compared to other S1PRs. It acts as a down-regulator, inhibiting the recruitment of Th17 cells into the skin. In IMQ-induced psoriasis skin, both *S1pr2^-/-^* and *S1pr2^fl/fl^ K14-Cre* mice showed higher expressions of proinflammatory cytokines such as TNF-α, IL-17A, and IL-1β together with higher expressions of MyD88/NF-κB pathway compared to the wild-type mice. Remarkably, in IMQ-treated mice, the deletion of *S1pr2* in keratinocytes only resulted in a larger population of Th17 cells in skin-draining lymph nodes. Other S1PR modulators did not improve the worsening of psoriasis-like inflammation caused by S1PR2 deficiency in keratinocytes.

**Conclusion:**

This study reaches two main conclusions: signals from keratinocytes play a central role in creating an immune environment that promotes the development of psoriasis, and stimulating S1PR2, instead of suppressing it, represents a potential therapeutic approach for psoriasis.

## 1 Introduction

Psoriasis is a chronic inflammatory skin disease characterized by scaly and elevated erythema, which involves numerous cell types in its inflammatory cascades. Recent studies on the pathogenesis of psoriasis have focused on immune cells and revealed that activated dendritic cells (DCs) promote helper T cell differentiation into Th1 and Th17 cells, which secrete cytokines stimulating epidermal keratinocytes to form hyperproliferation (1). On the other hand, keratinocytes respond to stimuli by secreting antimicrobial peptides, cytokines, and chemokines, further promoting the activation of T cells, DCs, and neutrophils to circulate an inflammatory loop to evoke a chronic inflammation (2, 3). Therefore, keratinocytes are considered a key factor in the inflammatory loop not only as an executor but also as a trigger for immune responses in psoriasis (4).

Keratinocytes constitute the outermost layer of the skin and are surrounded by an intercellular lipid matrix composed of ceramides, cholesterol, and fatty acids (5). Sphingosine 1-phosphate (S1P), one of the bioactive sphingolipid mediators, is metabolically generated from ceramide (6). S1P regulates cellular activities, including cell proliferation and immune responses, by binding to the G-protein-coupled receptor S1PR1-5 (7).

Recently, several groups have found that the levels of sphingosine, S1P, and ceramide in psoriasis lesional skin are significantly higher than in healthy skin in humans (8, 9). Moreover, lipidomic profiling has revealed that the skin lesions in imiquimod (IMQ)-induced psoriasis mouse models have higher ceramides than those in the control mouse skin (10). In addition, some research groups treated psoriasis mice with S1P or S1PR modulators except for S1PR2 (11, 12). These studies confirmed that Sphingolipids and their signaling, except S1PR2, promote the pathogenesis of psoriasis. However, it has not been directly confirmed whether direct inhibition or promotion of S1PR2 alters psoriasis inflammation. Thus, it was still unclear whether S1PR2 has any role in psoriasis. Since previous studies found that S1PR2 is involved in proinflammatory cytokine production in the epidermis as a response to various external stimuli (13) and has a role in regulating keratinocyte proliferation (14), we hypothesized that S1PR2 plays a vital role in the pathogenesis of psoriasis.

This report demonstrates the involvement of S1PR2 in keratinocytes in regulating psoriasis-like inflammation. This study investigates induced psoriasis inflammation in S1PR2-knockout mice, keratinocyte-specific S1PR2 conditional knockout mice, and S1PR2-blocked human keratinocytes. Our study found that the S1PR2 deficiency in keratinocytes activates the myeloid differentiation primary response gene 88 (MyD88)/nuclear factor-kappa B (NF-κB) pathway, leading to Th17 recruiting into the skin.

Here, we present compelling evidence that keratinocytes play a central role in initiating psoriasis inflammation and regulating other cells through S1PR2 signaling. This pathway may offer a novel treatment for psoriasis.

## 2 Materials and methods

### 2.1 Mice

Balb/c mice, that is *S1pr2^+/+^* were purchased from Jackson Lab (Bar Harbor, ME). *S1pr2^-/-^* mice were provided by Dr. Chun’s laboratory (15). *S1pr2^fl/fl^* mice were gifted from Dr. Hla’s laboratory at Boston Children’s Hospital (MA, USA). *K14-Cre*-transgenic mice were gifted from Dr. Gallo’s laboratory at the University of California San Diego (CA, USA). Epidermis-specific S1PR2 knockout mice (*S1pr2^fl/fl^ K14-Cre*) were generated by crossing *S1pr2^fl/fl^* mice with *K14-Cre*-transgenic mice as described previously (16). All mice were housed in the laboratory animal facility at the University of California San Diego in individual ventilated plastic cages and were provided food and water *ad libitum* under temperature-controlled conditions with a 12 h light/dark cycles. All experiments were performed with 3 times with at least 3 mice in each group each time. For a total of at least 9 mice were used for each group in the experiment. All animal protocols were reviewed and approved by University of California San Diego (IACUC approval number: s10288).

### 2.2 Psoriasis mouse models

Mice at 8 weeks old of *S1pr2^+/+^*, *S1pr2^-/-^*, *S1pr2^fl/fl^*, and *S1pr2^fl/fl^ K14-Cre* were depilated on the back skin 1 day before the treatment. After depilation, mice received a daily topical dose of 62.5 mg of commercially available IMQ cream (5%) (Catalog No. 51672414506, Taro Pharmaceutical Industries, Hawthorne, NY) for 7 days on the depilated back skin as described previously (17). Over 7 days, one group of mice received 10 μg of FTY720 dissolved in 80μL of ethanol 1 hour before administration of IMQ. FTY720 dosage and administration timing were per previous papers (18, 19). Skin samples and axillary lymph node (LN)s were collected for further analysis 24 hours after the last IMQ application. The severity of erythema and scale was evaluated using an objective scoring system from 0 to 4 (0, none; 1, slight; 2, moderate; 3, marked; and 4, very marked) as described previously (20). Axillary LNs were measured using Kynup Digital Caliper (Deqing Liang Feng Electronic & Technology Co., Ltd., Zhejiang, China), and weighed by Mettler Toledo Analytical Balance MS104TS/00 (Catalog No. 30133522, Mettler Toledo, Columbus, OH).

### 2.3 Cell culture

Primary normal human epidermal keratinocytes NHEKs (Catalog No. C0015C, Thermo Fisher Scientific, Waltham, MA) were cultured in EpiLife Medium with 60 mM calcium (Catalog No. MEPI500CA, Thermo Fisher Scientific, Waltham, MA) supplemented with Human Keratinocyte Growth Supplement (Catalog No. S0015, Thermo Fisher Scientific, Waltham, MA) at 37 °C in 5% CO_2_. Subconfluent cells were seeded in 6-well plates and grown to 80% confluence before treatment.

### 2.4 Chemical S1PR2 block and IMQ treatment on NHEKs

NHEKs cultured in 6-well plates were incubated with phosphate-buffered saline (PBS) or 10 μM of JTE013 (Catalog No. 10009458, Cayman Chemical Company, Ann Arbor, MI) at 37°C in 5% CO_2_ for 2 hours (13), then incubated with PBS for 24 hours or 100 μM of IMQ (Catalog No. 99011-78-6, InvivoGen, San Diego, CA) for 2, 5, or 24 hours at 37°C in 5% CO_2_ (21, 22).

### 2.5 Real-time reverse transcription-quantitative polymerase chain reaction

Total RNAs from mouse dorsal epidermis and NHEKs were obtained by Quick RNA Miniprep Kit (Catalog No. R1055, Zymo Research, Irvine, CA). cDNA conversion from RNA and real-time RT-qPCR were performed according to the previous report (16). The primers and the probes used for real-time RT-qPCR are listed in **Supplementary Tables S1, S2**, respectively. The volume of RNA and cDNA was measured by NanoDrop 2000 Spectrophotometer (Catalog No. ND2000CLAPTOP, Thermo Scientific, Waltham, MA). The expression of target genes was normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) expression and analyzed by the 2^– ΔΔct^ method.

### 2.6 Histology and immunofluorescence staining

Formalin-fixed and paraffin-embedded (FFPE) mouse skin samples were sectioned, and HE stained at the University of California San Diego Biorepository and Tissue and Technology Shared Resource. For immunofluorescence staining of FFPE sections, unstained sections were deparaffinized, rehydrated, and allowed to reach boiling temperature and maintained at a sub-boiling temperature for 10 minutes with antigen retrieval solution (Catalog No. 00495558, Invitrogen, Waltham, MA). After antigen retrieval, immunofluorescent staining was performed using the primary and fluorochrome-conjugated secondary antibodies listed in **Supplementary Table S3**. Nuclei were counterstained with 4’,6-diamidino-2-phenylindole (DAPI) and slides were mounted with Prolong Gold Anti-Fade Reagent with DAPI (Catalog No. 8961, Cell Signaling Technology, Danvers, MA).

For immunofluorescence staining of NHEKs, cells were cultured on the cover glass in 10-cm petri dish for 24 hours and fixed with 4% paraformaldehyde. Fixed cells were stained with primary and fluorochrome-conjugated secondary antibody listed in **Supplementary Table S3**. For negative control, fixed cells were stained only with fluorochrome-conjugated secondary antibody. Nuclei were counterstained with DAPI with Prolong Gold Anti-Fade Reagent with DAPI (Catalog No. 8961, Cell Signaling Technology, Danvers, MA). Fluorescence images were obtained with a fluorescence microscope EVOS M5000 (Catalog No. AMF5000, Invitrogen, Waltham, MA).

### 2.7 Flow cytometry

Axillary LNs were extracted from mice, and LN cells were isolated for flow cytometry analysis. Surface staining was performed for 20 minutes at 4°C with fluorochrome-conjugated antibodies. Fc receptors were blocked with BD Pharmingen Purified Rat Anti-Mouse CD16/CD32 (Mouse BD Fc Block) (Catalog No. AB_394656, BD Biosciences, Franklin Lakes, NJ) diluted 1:100 before staining. For intracellular staining, the cells were fixed and permeabilized using BioLegend Cyto-Fast Fix/Perm Buffer Set (Catalog No. 426803, BioLegend, San Diego, CA), then stained with fluorochrome-conjugated antibodies at room temperature for 30 minutes according to the manufacturer’s instruction. Fixable Viability Dye eFluor 506 (Catalog No. 65-0866-14, Invitrogen, Waltham, MA) were used for viability dye. Fluorescein isothiocyanate (FITC)-conjugated anti-mouse IL-17A monoclonal antibody (mAb) (Catalog No. 506907), APC-conjugated anti-mouse CD4 mAb (Catalog No. 100515), and BV605-conjugated anti-mouse CD8 mAb (Catalog No. 100744) were purchased from BioLegend (San Diego, CA). Samples were measured in flow cytometer, and data were analyzed with FlowJo software (FlowJo, Ashland, OR).

### 2.8 Enzyme-linked immunosorbent assay

ELISA kit (Catalog No. MBS2708370, MyBioSource, San Diego, CA) were used to determine NF-κB protein expression in mouse skin. Proteins were detected from supernatants of tissue homogenate according to the manufacturer’s instructions. Optical density (OD) value was detected with a micro-plate reader SpectraMax iD3 (Catalog No. ID3-STD, Molecular Devices, San Jose, CA). ELISA measurements were normalized to each sample’s total weight or volume as described previously (23).

### 2.9 Spatial transcriptomics

FFPE mouse skin samples that passed the RNA quality control (DV200 > 30%) were used for spatial transcriptomic library construction and sequencing. The tissues were prepared according to the Visium CytAssist Spatial Gene Expression for FFPE-Tissue Preparation Guide (CG000518, 10× Genomics, Pleasanton, CA, USA). FFPE mouse skin samples were sectioned into 10 μm, then deparaffinization, probe hybridization and probe ligation were performed. The tissue was permeabilized and the mRNA was reverse transcribed into cDNA with barcode containing slide location information on a designated area of 11 mm × 11 mm square. cDNA was then amplified and processed to obtain cDNA libraries according to the manufacturer’s protocol. To verify the size of PCR-enriched fragments, the template size distribution was checked using Agilent D1000 ScreenTape (Agilent Technologies, Santa Clara, CA). Sequencing was performed at the IGM Genomics Center at the University of California, San Diego. Libraries were sequenced using NovaSeq X Plus 10B (Illumina, San Diego, CA) with a read length of 150 – 1000 bp. Partek flow software version 11 (Partek Incorporated, Chesterfield, MO, USA) was used to process H&E images and FASTQ files and perform spatial gene expression analysis and pathway enrichment analysis. 

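The processed files of the spatial sequencing mark 1282 spots of the array as lying over tissue for the IMQ-treated *S1pr2 fl/fl* section and 981 for the IMQ-treated *S1pr2 fl/fl K14-Cre* section. A gene counts as detected in a spot when at least 1 unique molecular identifier (UMI, the tag of 1 captured molecule) was assigned to it. The median number of detected genes per spot was 1747.5 in the *S1pr2 fl/fl* section (95% interval from the ranks of the spots, 1632 to 1884) and 1047 in the *S1pr2 fl/fl K14-Cre* section (1002 to 1107). Both medians include spots with hardly any signal, since the lowest UMI total of a spot over tissue was 0 in both sections. When spots with fewer than 500 UMIs were left out, 1096 and 947 spots stayed, with medians of 2074.5 and 1081 genes. Some spots marked as tissue lie far from the section. When only connected groups of at least 20 spots were kept, a choice made after seeing the positions, 1203 and 970 spots stayed, with medians of 1885 and 1054.5 genes.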

The sequencing results were guaranteed to be accurate as follows; Number of reads: IMQ-treated *S1pr2^fl/fl^*, 577,665,006; IMQ-treated *S1pr2^fl/fl^ K14-Cre*, 496,579,139; Number of spots under tissue: IMQ-treated *S1pr2^fl/fl^*, 1,213; IMQ-treated *S1pr2^fl/fl^ K14-Cre*, 975; Mean reads per spot: 903,639; 1,010,791; Median genes per spot: 1,758; 1,046.

### 2.10 Statistical analysis

In all experiments, all samples were performed in triplicates, and values were expressed as mean ± SD. Two-way ANOVA and Tukey’s multiple comparison test determined statistical significances of differences for multiple group analysis. Student *t*-test was performed to compare two groups. *P* < 0.05 was considered significant. Analyses were performed through the GraphPad Prism software version 7 (GraphPad Software, Boston, MA).

## 3 Results

### 3.1 Complete deletion of S1PR2 increased psoriasis-like inflammation in the skin

To investigate whether S1PR2 has any effects on psoriasis inflammation, we induced psoriasis-like skin inflammation with 5% IMQ cream on the depilated dorsal skin of *S1pr2^-/-^* mice, which has no S1PR2 in their whole body and that of *S1pr2^+/+^* mice, *S1pr2* wild type control. After IMQ application, *S1pr2^-/-^* mice had much more scales on their dorsal skin than *S1pr2^+/+^* mice, though the severity of erythema was not different between *S1pr2^-/-^* mice and *S1pr2^+/+^* mice (**Figures 1A, D**). None developed systemic symptoms other than skin manifestations. No difference in body shape and size of the mice was observed between the *S1pr2^+/+^* mice and *S1pr2^-/-^* mice. Histological analyses with hematoxylin and eosin (H&E) staining of *S1pr2^-/-^* mice showed more parakeratosis in the stratum corneum, and more inflammatory cell infiltration in the lower dermis than that of *S1pr2^+/+^* mice after IMQ application (**Figure 1B**). In addition, immunofluorescence staining revealed that *S1pr2^-/-^* mice had more neutrophils in the lower dermis than *S1pr2^+/+^* mice after IMQ application (**Figure 1C**). We then quantified the mRNA expression levels of proinflammatory cytokines in the epidermis. We found that *S1pr2^-/-^* mice epidermis had significantly higher mRNA expressions of *Tnf-α, Il-17a*, and *Il-1β* than *S1pr2^+/+^* mice after IMQ application (**Figure 1E**). These results demonstrate the involvement of S1PR2 in psoriasis pathogenesis and suggest that deletion of S1PR2 amplifies psoriasis inflammation.

**Figure 1:**
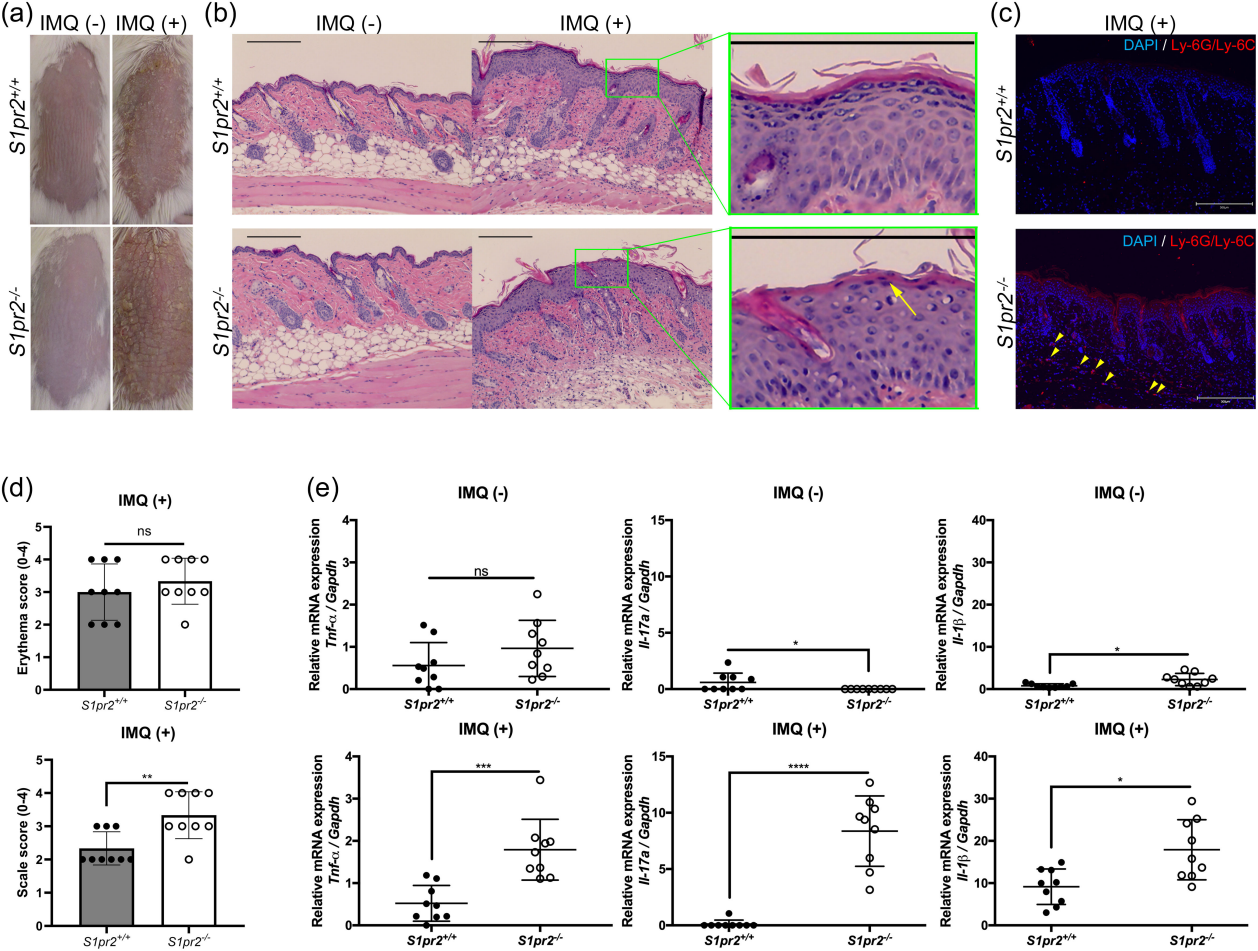
S1PR2 contributes psoriasis-like inflammation in the murine skin. **(A)** Representative clinical manifestations and **(B)** H&E staining images of dorsal skin from *S1pr2^+/+^* and *S1pr2^-/-^* mice. Arrow shows parakeratosis. **(C)** Ly-6G/Ly-6C (red) and nuclei (blue) immunofluorescence images of *S1pr2^+/+^* and *S1pr2^-/-^* mouse skin 1 week after IMQ application. Arrowhead shows Ly-6G/Ly-6C positive cells. **(D)** Severity score of erythema (upper panel) and scaling (lower panel). **(E)** mRNA expressions of *Tnf-α, Il-17a*, and *Il-1β* of Balb/c and *S1pr2^-/-^* mouse epidermis was measured with RT-qPCR and normalized to *Gapdh* mRNA expression level. Data shown are the mean ± SD and represent three independent experiments with similar results. Scale bar = 300 μm. ****p < 0.0001, ***p <0.0005, **p < 0.005, *p < 0.05. S1PR2, sphingosine 1-phosphate receptor 2; IMQ, imiquimod; ns, not significant; *Gapdh*, glyceraldehyde-3-phosphate.

### 3.2 S1pr2 keratinocyte-specific knockout increased psoriasis-like inflammation in the skin

Psoriasis can be triggered by damaging stimuli such as trauma or scratching (24). Keratinocytes, which constitute the outermost layer of the skin, receive these stimuli first and directly. To assess whether the deletion of S1PR2 only in keratinocytes affects psoriasis inflammation, we induced psoriasis-like skin inflammation on the depilated dorsal skin of *S1pr2^fl/fl^ K14-Cre* mice, that lack of S1PR2 only in keratinocytes, and that of *S1pr2^fl/fl^* mice. Consistent with the results of *S1pr2^-/-^* mice, *S1pr2^fl/fl^ K14-Cre* mice showed more scales on their dorsal skin than *S1pr2^fl/fl^* mice after IMQ application, though the severity of erythema was not different between *S1pr2^fl/fl^ K14-Cre* mice and *S1pr2^fl/fl^* mice (**Figures 2A, D**). None developed systemic symptoms other than skin manifestations. No difference in body shape and size of the mice was observed between the *S1pr2^fl/fl^* mice and *S1pr2^fl/fl^ K14-Cre* mice. H&E staining of *S1pr2^fl/fl^ K14-Cre* mice presented more parakeratosis in the stratum corneum and more inflammatory cell infiltration in the lower dermis than that of *S1pr2^fl/fl^* mice (**Figure 2B**). Immunofluorescence staining analysis showed that *S1pr2^fl/fl^ K14-Cre* mice had more neutrophils in the lower dermis than *S1pr2^fl/fl^* mice (**Figure 2C**). We investigated proinflammatory cytokine profiles and found that *S1pr2^fl/fl^ K14-Cre* mice epidermis had significantly higher mRNA expressions of TNF-α, Il-17A, and IL-1β than that of *S1pr2^fl/fl^* mice after IMQ application (**Figure 2E**).

**Figure 2:**
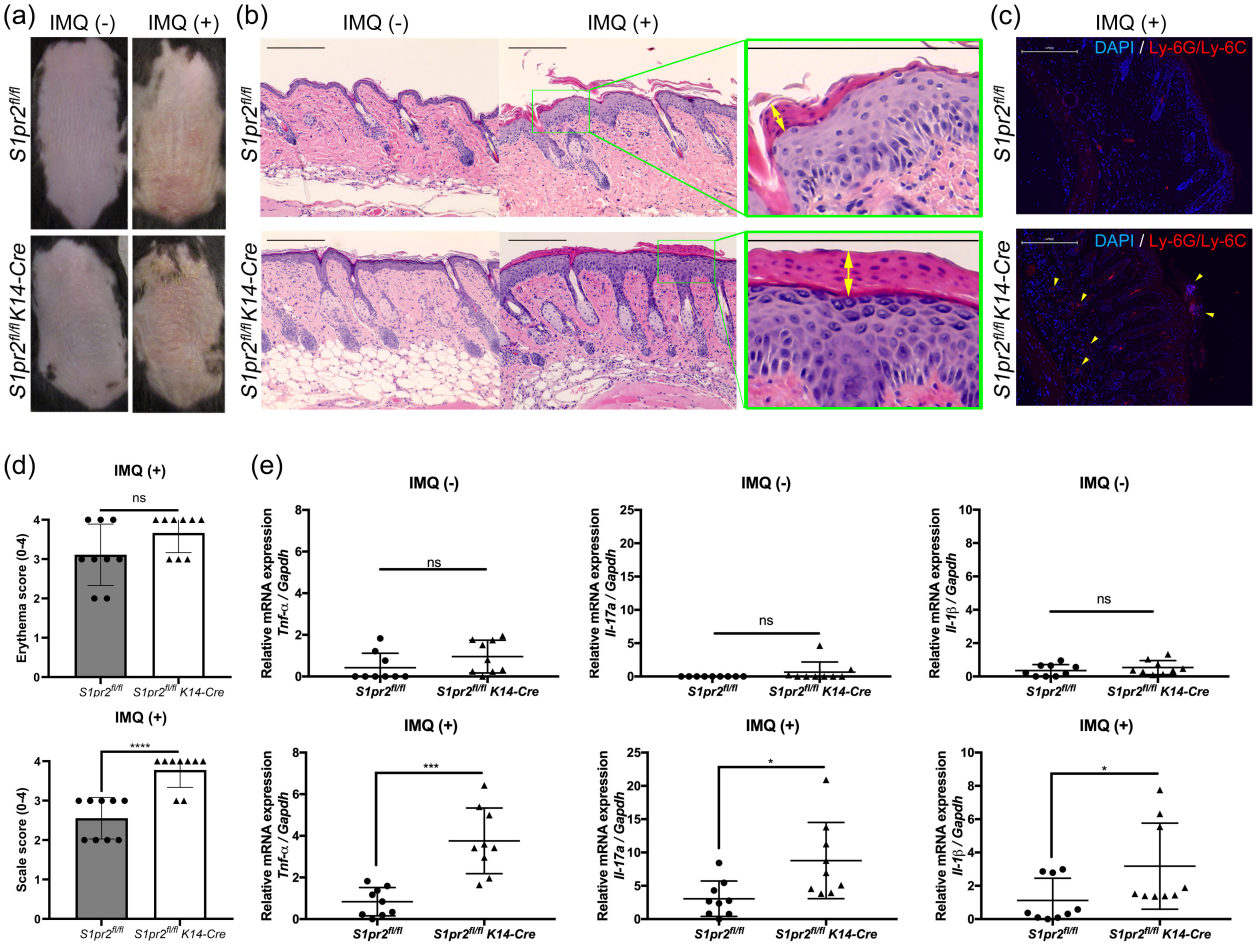
S1PR2 in keratinocytes regulates psoriasis-like inflammation in the murine skin. **(A)** Representative clinical manifestations and **(B)** H&E staining images of dorsal skin from *S1pr2^fl/fl^* and *S1pr2^fl/fl^ K14-Cre* mice. **(C)** Ly-6G/Ly-6C (red) and nuclei (blue) immunofluorescence images of *S1pr2^fl/fl^* and *S1pr2^fl/fl^ K14-Cre* mouse skin 1 week after IMQ application. Arrowhead shows Ly-6G/Ly-6C positive cells. **(D)** Severity score of erythema (upper panel) and scaling (lower panel). **(E)** mRNA expressions of *Tnf-α, Il-17a*, and *Il-1β* of *S1pr2^fl/fl^* and *S1pr2^fl/fl^ K14-Cre* mouse epidermis were measured with RT-qPCR and normalized to *Gapdh* mRNA expression level. Data shown are the mean ± SD and are representative of three independent experiments with similar results. Scale bar = 300 μm. ****p < 0.0001, ***p <0.0005, **p < 0.005, *p < 0.05. ns, not significant.

Several studies on mice revealed that the S1PR modulator fingolimod (FTY720) binds S1PR1, 3, 4, and 5, and selective S1PR1 modulator Syl930 ameliorates psoriasis inflammation (12, 25). We, therefore, investigated whether all other S1PRs could regulate inflammation in psoriasis exacerbated by S1PR2 deficiency in keratinocytes. We treated IMQ-induced psoriasis skin of *S1pr2^fl/fl^* and *S1pr2^fl/fl^ K14-Cre* mice with a topical application of FTY720 and compared cytokine profiles with control and IMQ-only groups (**Supplementary Figure S1A**). With FTY720 and IMQ, *S1pr2^fl/fl^ K14-Cre* mice still had more scaly erythema than *S1pr2^fl/fl^* mice (**Supplementary Figures S1B, C**), and *S1pr2^fl/fl^ K14-Cre* mice epidermis had significantly higher mRNA expressions of TNF-α and IL-1β than that of *S1pr2^fl/fl^* mice. These results suggest that S1PR2 in keratinocytes plays a crucial role in regulating inflammation in psoriasis and that S1PR2 is more effective in controlling psoriasis than other S1PRs.

### 3.3 S1pr2 keratinocyte-specific knockout increased Th17 cells in psoriasis-like skin-draining lymph nodes

IL-17A plays a critically important role in psoriasis inflammation, and Th17 cells are thought to be the main source of IL-17A in psoriasis (26). To investigate whether S1PR2 deletion in keratinocytes affects Th17 cell increase in psoriasis-like skin, we examined the distribution of CD4^+^ IL-17A^+^ and CD8^+^ IL-17A^+^ T cells in the skin-draining LNs from *S1pr2^fl/fl^ K14-Cre* and *S1pr2^fl/fl^* mice after IMQ application. In terms of size and weight of LNs, *S1pr2^fl/fl^ K14-Cre* mice had larger and heavier LNs than *S1pr2^fl/fl^* mice (**Figures 3A, B**). In addition, we observed a larger number of CD4^+^IL-17^+^ T cells in the skin-draining LNs of *S1pr2^fl/fl^ K14-Cre* mice than that of *S1pr2^fl/fl^* mice after IMQ administration, while no change was observed in the population of CD8^+^IL-17^+^ T cells between *S1pr2^fl/fl^ K14-Cre* and *S1pr2^fl/fl^* mice (**Figures 3C–G**). 

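Spatial sequencing was performed on 1 skin section of 1 IMQ-treated *S1pr2 fl/fl* mouse and 1 section of 1 IMQ-treated *S1pr2 fl/fl K14-Cre* mouse, in which Cre under the keratin 14 promoter deletes *S1pr2* from keratinocytes. Sections of formalin-fixed, paraffin-embedded skin were hybridized with probe pairs for mouse genes, and the ligated probes were captured on an array of barcoded spots (Visium CytAssist), so that each UMI belongs to a gene and a place. The authors deposited raw UMI counts per gene and spot, made with Space Ranger 3.0.0, for the spots over tissue and 19465 genes, without normalization. The *S1pr2 fl/fl* section held 5315351 UMIs, with a median of 3542.5 per spot (3227 to 3826), and the *S1pr2 fl/fl K14-Cre* section held 2845826 UMIs, with a median of 2319 (2163 to 2436). The number of reads that the paper gives is not the depth used here, since reads of the same molecule are merged into 1 UMI. The targeted gene, *S1pr2* (ENSMUSG00000043895), had 154 UMIs in the *S1pr2 fl/fl* section and 54 in the *S1pr2 fl/fl K14-Cre* section, or 29.0 and 19.0 CPM (counts scaled to 1000000 UMIs of the same region), a log2 ratio of −0.61 (95% interval −1.09 to −0.15). This is not a measure of the deletion in keratinocytes, since 15 of the 154 and 5 of the 54 UMIs lay in epidermis-like spots, and muscle-like spots (both named from marker genes) had 22 and 11 UMIs, a log2 ratio of −1.01 (−2.20 to 0.092). At least 1 *S1pr2* UMI was found in 8.50% of the *S1pr2 fl/fl* spots and 3.87% of the *S1pr2 fl/fl K14-Cre* spots. After each spot with at least 1000 UMIs was thinned at random to that number, these shares were 2.66% and 1.61%. Because each genotype is represented by 1 section, the difference between them has no replicate check, and no test and no p-value is given for any comparison of the sections. The 95% intervals (exact Poisson for UMIs, Clopper-Pearson for shares of spots, conditional binomial for ratios) cover counting error only. A spot is about the size of several cells, so a spot with UMIs of several genes is not a single cell that expresses all of them.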

We also examined the distribution of *Cd4* ^+^ *Il-17a* ^+^ and *Cd8a* ^+^ *Il-17a* ^+^ areas in the skin by spatial sequencing to investigate the population of Th17 cells and Tc17 cells in the skin. Contrary to the LN results, a lower percentage of Cd4+Il-17a+ areas and a lower percentage of *Cd8a* ^+^ *Il-17a* ^+^ areas were observed in the IMQ-treated *S1pr2^fl/fl^ K14-Cre* mouse skin, compared to *S1pr2^fl/fl^* mouse skin (**Supplementary Figures S2A, B**). 

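A spot was called positive for a gene when it held at least 1 UMI of it, over all spots under tissue. *Il17a* (ENSMUSG00000025929) had 16 UMIs in each section, in 15 of the 1282 *S1pr2 fl/fl* spots and 13 of the 981 *S1pr2 fl/fl K14-Cre* spots. *Cd4* (ENSMUSG00000023274) was found in 43 *S1pr2 fl/fl* spots (3.35%) and 19 *S1pr2 fl/fl K14-Cre* spots (1.94%), and *Cd8a* (ENSMUSG00000053977) in 16 (1.25%) and 10 (1.02%). These shares depend on depth: when each spot with at least 1000 UMIs (978 and 870 spots) was thinned to that number, they were 0.920% and 0.805% for *Cd4*, and 0.102% (0.00259% to 0.568%) and 0.805% (0.324% to 1.65%) for *Cd8a*, so no excess in *S1pr2 fl/fl* is read from them. Both *Cd4* and *Il17a* were found in 1 *S1pr2 fl/fl* spot, 0.0780% of the section (Clopper-Pearson 95% interval 0.00197% to 0.434%), and in 0 of 981 *S1pr2 fl/fl K14-Cre* spots, which allows a share of up to 0.306%. Both *Cd8a* and *Il17a* were found in 0 of 1282 *S1pr2 fl/fl* spots, which allows up to 0.234%, and in 1 *S1pr2 fl/fl K14-Cre* spot, 0.102% (0.00258% to 0.567%). A difference between the sections was not detectable at this depth for either pair. For comparison, the 1226 genes of the files for olfactory, vomeronasal, taste and trace amine receptors (chemosensory receptors), which skin should hardly express, were used as a measure of background. The *Il17a* count of 16 lay at the 79.9th percentile of these receptor genes in the *S1pr2 fl/fl* section and at the 54.6th in the *S1pr2 fl/fl K14-Cre* section. With a receptor gene in place of *Il17a*, the median number of spots shared with *Cd4* was 0 and the 95th percentile was 2 in each section, and with *Cd8a* they were 0 and 1. In muscle-like spots, named from their marker genes, *Cd4* was found in 2.31% of the *S1pr2 fl/fl* spots (3 of 130, median depth 5440 UMIs) and 0.323% of the *S1pr2 fl/fl K14-Cre* spots (1 of 310, 2125 UMIs), and *Cd8a* in 1.54% and 0.968%. Per UMI of these spots neither differed beyond counting error. *Cd4* had 7 and 1 UMIs (log2 ratio −2.82, −8.31 to 0.14) and *Cd8a* 2 and 5 (1.31, −1.30 to 4.70). When each spot was thinned to 1000 UMIs, neither pair was found together in any spot of either section.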

Next, we examined Cd2+Cd3+Il-17a+ areas to investigate the distribution of γδ T cells and observed a smaller number in the IMQ-treated *S1pr2^fl/fl^ K14-Cre* mouse skin (**Supplementary Figure S2C**). It has been reported that IL-17A production by CD8+ T cells is upregulated in psoriatic skin (27), and the results of this study suggest that S1PR2 deficiency increases IL-17A production from CD8+ cells in the psoriatic skin region. These results suggest that deleting S1pr2 in mouse keratinocytes affects skin-resident cells and the recruitment of IL-17-producing cells during psoriasis-like inflammation.

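*Cd2* (ENSMUSG00000027863) was found in 34 *S1pr2 fl/fl* spots and 16 *S1pr2 fl/fl K14-Cre* spots, and *Cd3g* (ENSMUSG00000002033), the gene taken here for CD3, in 37 and 25. Thinned to 1000 UMIs per spot, the shares were 1.02% and 1.03% for *Cd2* and 1.23% and 1.38% for *Cd3g*. In muscle-like spots, each of these genes was found in 3.85% of the *S1pr2 fl/fl* spots (5 of 130) and 0.645% of the *S1pr2 fl/fl K14-Cre* spots (2 of 310). Per UMI of these spots neither differed beyond counting error. *Cd2* had 7 and 9 UMIs (log2 ratio 0.35, −1.24 to 2.01) and *Cd3g* 5 and 3 (−0.75, −3.44 to 1.61). Spots with *Cd2*, *Cd3g* and *Il17a* together numbered 0 in both sections, so that the share lies below 0.234% of the *S1pr2 fl/fl* spots and 0.306% of the *S1pr2 fl/fl K14-Cre* spots. The number was also 0 in both sections when a UMI of any of *Cd3d*, *Cd3e* and *Cd3g* was accepted. *Cd2* and *Cd3g* without regard to *Il17a* were found together in 3 *S1pr2 fl/fl* spots and 1 *S1pr2 fl/fl K14-Cre* spot.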

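To set *Il17a* beside *Cd8a*, its CPM was taken over the spots with and without a *Cd8a* UMI. In the *S1pr2 fl/fl K14-Cre* section, spots with *Cd8a* held 1 *Il17a* UMI among 28050, or 35.7 CPM (0.903 to 199), and spots without *Cd8a* held 15 among 2817776, or 5.32 CPM (2.98 to 8.78). In the *S1pr2 fl/fl* section, spots with *Cd8a* held 0 *Il17a* UMIs among 89327, with an upper limit of 41.3 CPM (Poisson), and spots without it held 16 among 5226024, or 3.06 CPM (1.75 to 4.97). The intervals of the 2 kinds of spot overlap within each section, and those of the *Cd8a* spots overlap between the sections. The values for *Cd8a* spots rest on 10 and 16 spots, with median depths of 2246.5 and 6269.5 UMIs. A chemosensory receptor gene was found in a median of 11 *S1pr2 fl/fl K14-Cre* and 9 *S1pr2 fl/fl* spots. The 10 *Cd8a* spots of *S1pr2 fl/fl K14-Cre* are thus no more than this background gives, while the 16 of *S1pr2 fl/fl* lie above its median.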

**Figure 3:**
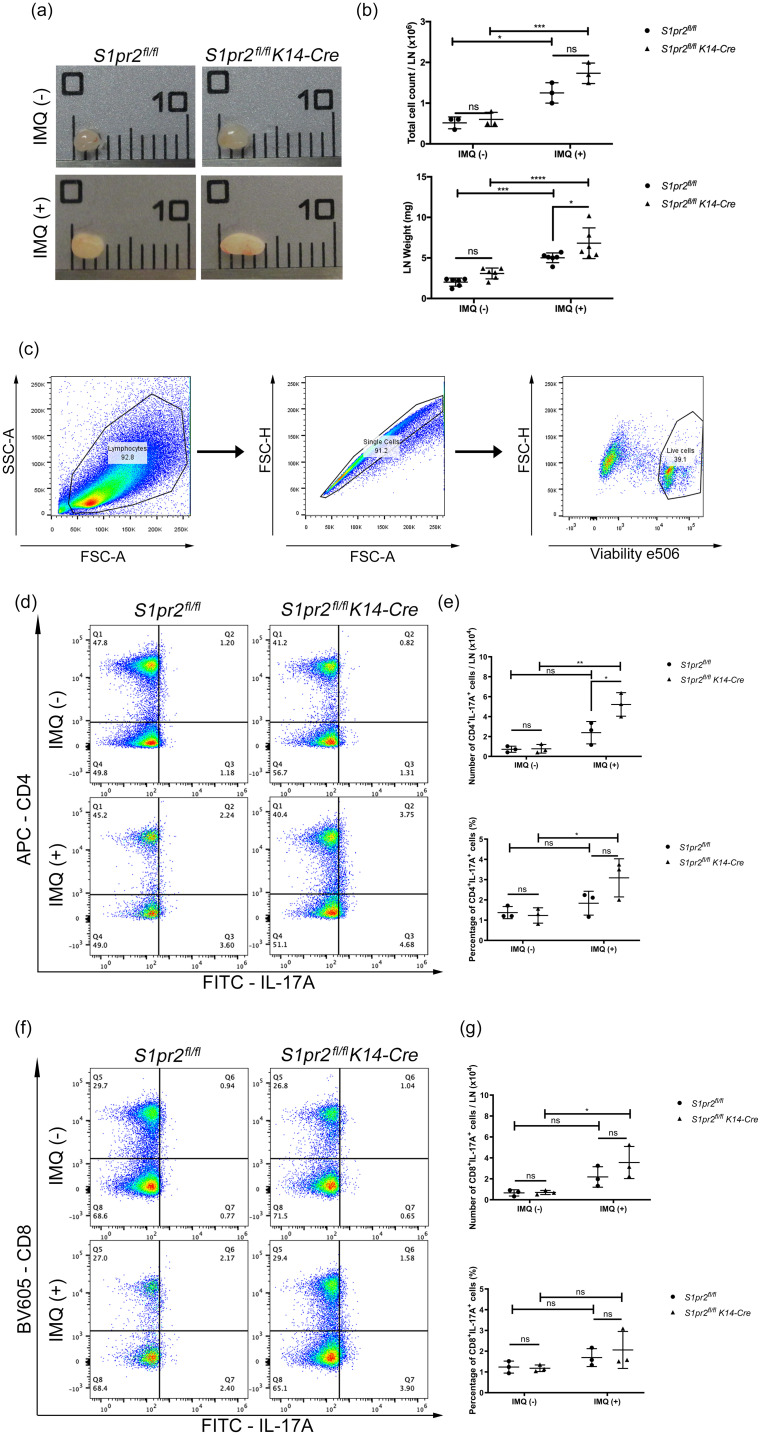
S1PR2 deletion in keratinocytes increases Th17 cell population in skin-draining lymph nodes. **(A)** Representative images, **(B)** total cell count and weight of skin-draining lymph nodes of IMQ-treated *S1pr2^fl/fl^* and *S1pr2^fl/fl^ K14-Cre* mice. In each group, a total of six axillary LNs were obtained from the right and left armpit from three mice. Caliper grid line distance is 1 mm. **(C, D, F)** Flow cytometry analysis of skin-draining LN cells of IMQ-treated *S1pr2^fl/fl^* and *S1pr2^fl/fl^ K14-Cre* mice. The number in each quadrant represents the percentage of the cells. **(E, G)** Bar graph shows the population of CD4^+^IL-17A^+^ cells and CD8^+^IL-17A^+^ cells among live cells as measured by flow cytometry analysis **(C, D, F)**. LN, lymph node.

### 3.4 S1pr2 deletion in keratinocytes is not involved in alterations of skin barrier function in psoriasis-like inflammation

The potential involvement of skin barrier dysfunction in the pathogenesis of psoriasis has been previously discussed (28). Some reports showed an increase of tight junction proteins and filaggrin in psoriasis lesions (29, 30), while others showed a decrease (31, 32). Thus, a consensus has yet to be reached. Since our previous studies have shown that S1PR2 is essential for maintaining and recovering epidermal skin barrier function (13, 16), we investigated whether the skin barrier is altered in psoriasis-like inflammation lacking epidermal S1PR2. RT- qPCR analysis showed no specific trend in mRNA expression levels of the skin barrier proteins between the control and the IMQ-treated group in either *S1pr2^fl/fl^* or *S1pr2^fl/fl^ K14-Cre* mice (**Supplementary Figure S3**). Our results suggest that impairment of the skin barrier function is not involved in the pathogenesis of psoriasis.

### 3.5 S1pr2 deletion and S1pr2 keratinocyte-specific knockout lead to a much greater increase in the MyD88/NF-κB pathway compared to the wild type

In a mouse model of psoriasis, IMQ acts as a TLR7 ligand to induce the expression of cytokines required for activation of the Th17 pathway and inflammatory factors necessary for psoriasis development (33). To explore how S1PR2 affects IMQ-induced psoriasis-like inflammation, we examined mRNA expressions of the TLR7 signaling pathway in the epidermis of S1PR2-deficient mice. In the epidermis of IMQ-treated *S1pr2^-/-^* mice, mRNA levels of *Myd88, Irf7, Nfkb1*, and *Rela* were higher than in wild-type mice, but no significant difference was observed in the mRNA level of *Tlr7* (**Figure 4A**). Similar to that, the epidermis of IMQ-treated *S1pr2 ^fl/fl^ K14-Cre* mice had higher mRNA levels of *Myd88, Traf6, Irf7, Nfkb1*, and *Rela* compared to *S1pr2 ^fl/fl^* mice (**Figure 4B**). In addition, the epidermis of IMQ-treated *S1pr2 ^fl/fl^ K14-Cre* mice had higher protein levels of NF-κB (**Figure 4C**). This result shows that the deletion of S1PR2 causes an excessive increase in the MyD88/NF-κB pathway, not solely due to TLR7 stimulation.

**Figure 4:**
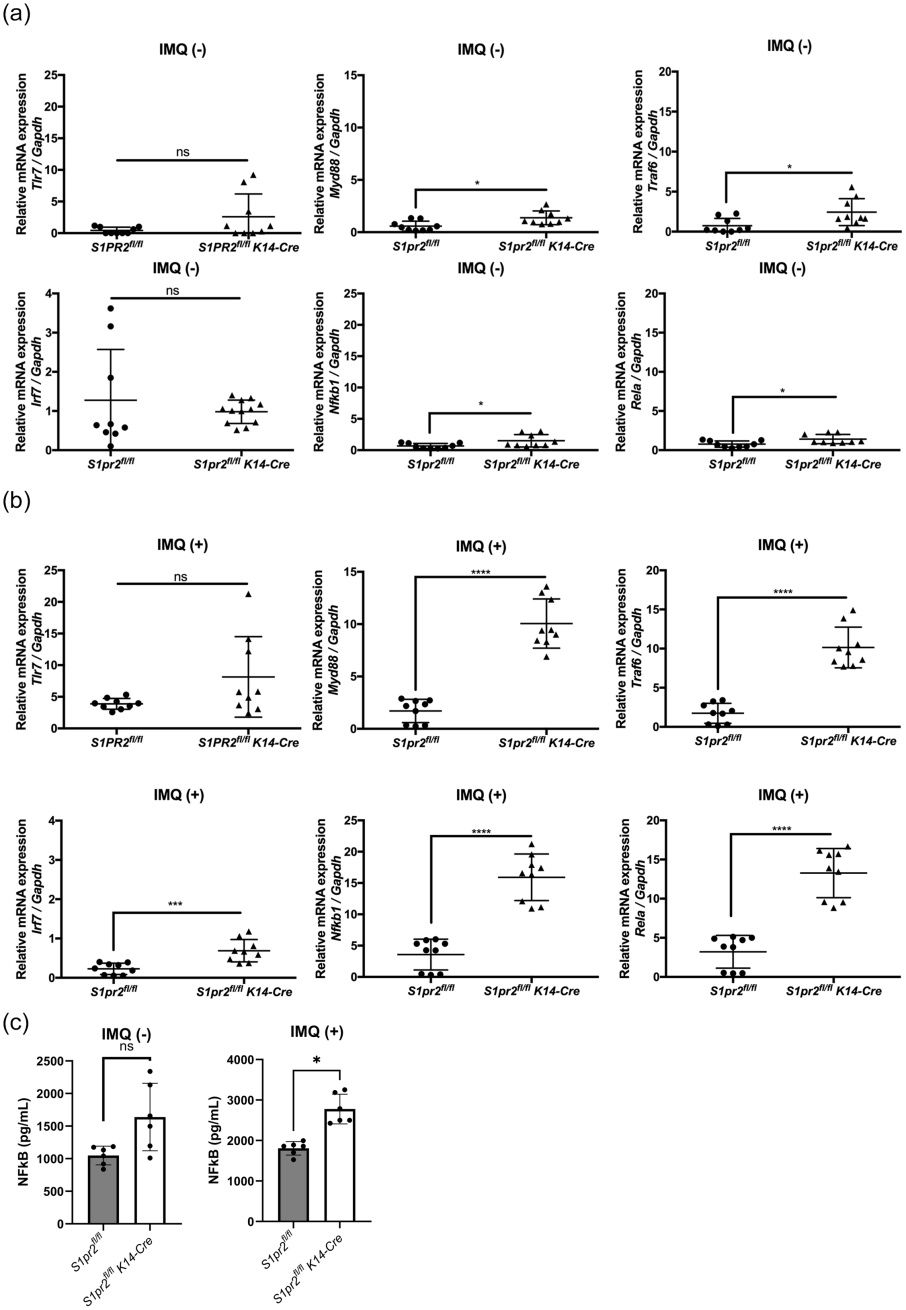
S1PR2 deletion increases MyD88/NF-κB pathway molecules but not affects TLR7 expression. mRNA expressions of *Tlr7, Myd88*, *Traf6, Irf7, Nfkb1*, and *Rela* of **(A)** Balb/c and *S1pr2^-/-^* mouse epidermis, and **(B)** *S1pr2^fl/fl^* and *S1pr2^fl/fl^ K14-Cre* mouse epidermis were measured with RT-qPCR and normalized to *Gapdh* mRNA expression level. **(C)** The protein level of NF-κB was measured by enzyme-linked immunosorbent assay. Data shown are the mean ± SD (n = 3) and are representative of three independent experiments with similar results. ****p < 0.0001, ***p <0.0005, **p < 0.005, *p < 0.05. ns, not significant.

### 3.6 Spatial transcriptomics revealed that S1pr2 deletion in keratinocytes increases the MyD88 / NF-κB pathway and psoriasis-related cytokine expression in the epidermis

To confirm histology and qPCR analysis, we performed spatial transcriptomics of whole skin tissue from IMQ-treated *S1pr2 ^fl/fl^* and *S1pr2 ^fl/fl^ K14-Cre* mouse. 

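Spots of each section were grouped by Leiden clustering of log-normalized counts (2000 most variable genes without those the paper names, 20 principal components, 15 neighbours, resolution 1), and clusters were named from marker genes set before the data were examined. The epidermis-like spots, from clusters in which between 10 and 15 of 15 keratinocyte markers were enriched, numbered 234 in the IMQ-treated *S1pr2 fl/fl* section, with 1119225 UMIs and a median of 3726.5 per spot. They numbered 174 in the IMQ-treated *S1pr2 fl/fl K14-Cre* section, with 497060 UMIs and a median of 2185. The cluster edges are drawn from expression and not from histology, and spots at the border also hold dermal transcripts. *S1pr2* had 15 UMIs in the *S1pr2 fl/fl* epidermis-like spots, or 13.4 CPM (7.50 to 22.1), and 5 in the *S1pr2 fl/fl K14-Cre* ones, or 10.1 CPM (3.27 to 23.5). The log2 ratio of *S1pr2 fl/fl K14-Cre* over *S1pr2 fl/fl* was −0.41 with a 95% counting interval of −2.23 to 1.12, so a loss of *S1pr2* from the epidermis was not detectable at this depth. The direction also turned with the choice of spots, to 0.16 with clustering at resolution 0.5 and 0.056 with the 2 uppermost tissue spots of each array column. It did not turn in spots ranked by keratinocyte markers (−0.081). The ratio was lower still relative to *Gapdh* and with the mean UMIs of a receptor gene taken off, the latter chosen after seeing the data. In the *S1pr2 fl/fl K14-Cre* epidermis-like spots, the *S1pr2* count lay at the 75.6th percentile of the chemosensory receptor genes, against the 99.9th in the *S1pr2 fl/fl* ones. These 1226 receptor genes together had 1491 UMIs in the *S1pr2 fl/fl* and 4783 in the *S1pr2 fl/fl K14-Cre* epidermis-like spots, or 1332 and 9623 CPM, a ratio of 7.22 (6.81 to 7.66) and a log2 ratio of 2.85. A receptor gene had on average 1.22 UMIs in the *S1pr2 fl/fl* and 3.90 in the *S1pr2 fl/fl K14-Cre* epidermis-like spots, so single genes with only a few UMIs in this region lie in the range of this background.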

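Clustered one section at a time, the IMQ-treated *S1pr2 fl/fl* spots fell into 2 epidermis-like, 1 dermis-like (169 spots), 1 fat-like, 1 muscle-like and 3 unnamed clusters. The IMQ-treated *S1pr2 fl/fl K14-Cre* spots fell into 1 epidermis-like, 2 muscle-like (310 spots together) and 4 unnamed clusters, with none named dermis-like. A cluster of 174 *S1pr2 fl/fl K14-Cre* spots had 6 of the 9 dermal markers above the other spots, but its leading genes were *Tnnc1*, *Myh8*, *Tnni1* and *Myl4*, so it was left unnamed under a rule added after seeing this. Subcutaneous-like spots (fat or muscle) made up 17.6% of the *S1pr2 fl/fl* section (Clopper-Pearson 15.6% to 19.8%) and 31.6% of the *S1pr2 fl/fl K14-Cre* section (28.7% to 34.6%). The former share leaves out a cluster of 156 *S1pr2 fl/fl* spots with a median of 947 UMIs, in which 7 of 7 muscle markers were enriched, because shallow clusters without a marker among their 10 leading genes stayed unnamed, a rule applied after seeing the data. With this cluster counted as muscle-like, the *S1pr2 fl/fl* share was 29.8% (27.3% to 32.4%), and its interval overlaps that of the *S1pr2 fl/fl K14-Cre* section. The fat-like *S1pr2 fl/fl* cluster of 96 spots had 7 of 7 fat markers enriched, but blood genes (*Hbb-bt*, *Hbb-bs*, *Alas2*, *Hba-a2* and *Ppbp*) were 5 of its 10 leading genes. With this cluster left unnamed, a choice made after seeing the data, the *S1pr2 fl/fl* share was 10.1% (8.54% to 11.9%). When the spots of both sections were clustered together, 198 of the 206 spots of the epidermis-like cluster came from the *S1pr2 fl/fl* section and 8 from the *S1pr2 fl/fl K14-Cre* section (3.88%). No joint cluster was named dermis-like. A joint cluster of 29 *S1pr2 fl/fl* and 204 *S1pr2 fl/fl K14-Cre* spots had 5 of the 9 dermal and 6 of the 7 fat markers enriched. It was also led by *Tnnc1*, *Myh8*, *Tnni1* and *Myl4*, so it stayed unnamed under the rule added after seeing the data. Its spots are not counted as subcutaneous-like. A hair-like cluster, with 4 of the 7 hair markers enriched, held 10 *S1pr2 fl/fl* and 339 *S1pr2 fl/fl K14-Cre* spots. The joint clustering had no correction for differences between the sections. Clustered alone, 174 *S1pr2 fl/fl K14-Cre* spots were epidermis-like, so the joint numbers do not measure how much epidermis or hair that section holds. The subcutaneous-like spots of the joint clustering, 246 from *S1pr2 fl/fl* and 320 from *S1pr2 fl/fl K14-Cre* (56.5%), fell into 2 muscle-like clusters, with 152 and 1 spots in the former and 94 and 319 in the latter. In the unnamed joint clusters, the *S1pr2 fl/fl K14-Cre* share of spots ran from 0.431% to 87.6%.

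**Figure D1:**
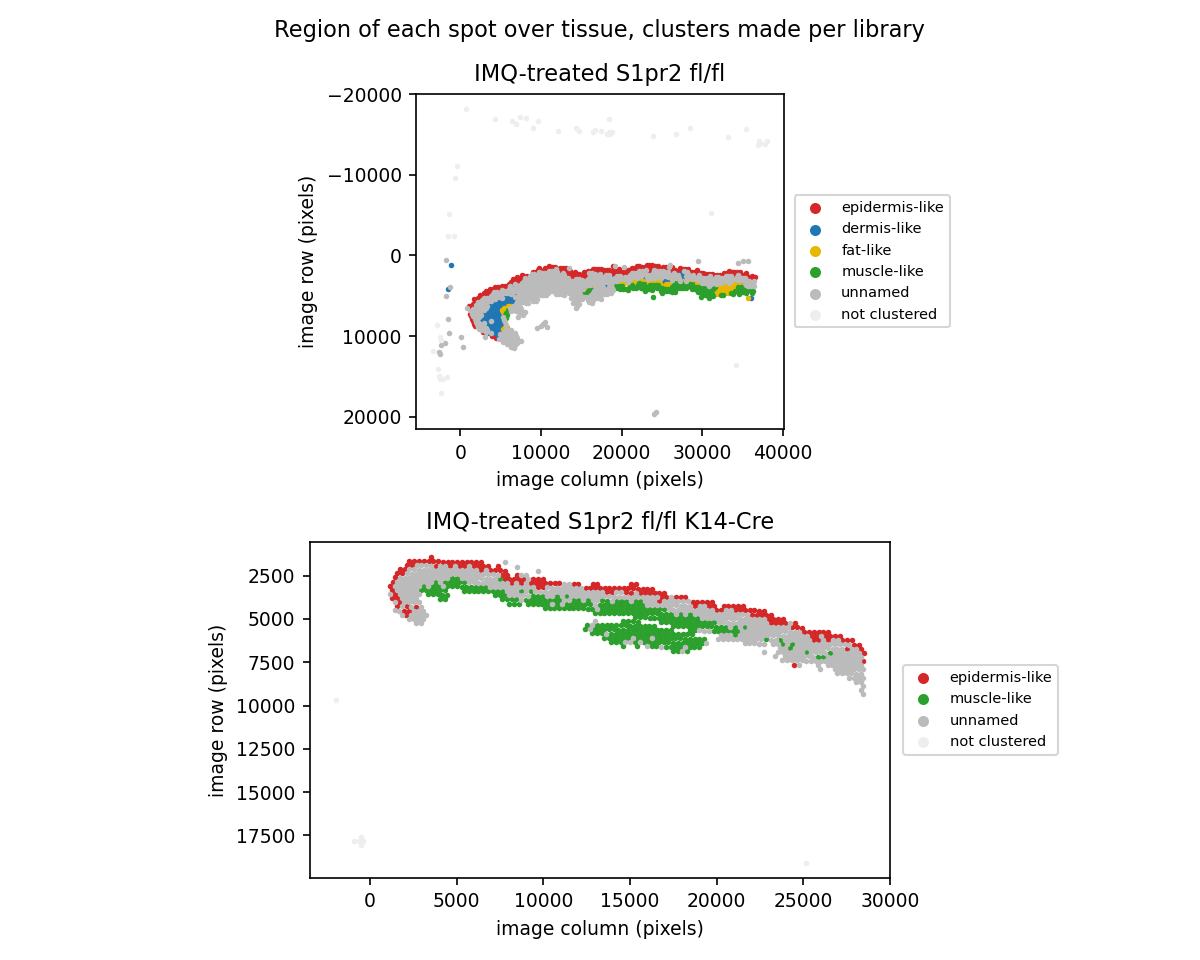
Spots over tissue of each section, placed by their image column and row in pixels and colored by the region their cluster was named for when each section was clustered alone. The 234 and 174 epidermis-like spots lie mainly along the upper edge of the *S1pr2 fl/fl* and *S1pr2 fl/fl K14-Cre* sections, and the muscle-like spots mainly along the lower side.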

Graph-based clustering analysis and Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP) showed that epidermis and dermis were classified in separate clusters for IMQ-treated *S1pr2 ^fl/fl^* and *S1pr2 ^fl/fl^ K14-Cre* mouse, although subcutaneous tissue was classified as a same cluster in both IMQ-treated *S1pr2 ^fl/fl^* and *S1pr2 ^fl/fl^ K14-Cre* mouse (**Figure 5A**). In addition, the spatial gene expression analysis showed an upregulation of *Tnf, Il-17a*, *Il-17c*, *Il-17f*, and *Il-1β* in the epidermis of IMQ-treated *S1pr2 ^fl/fl^ K14-Cre* mouse, consistent with the findings from the pathway enrichment analysis (**Figures 5B, C**). In addition, gene expression levels of Il-12 cytokine families such as *Il-12a, Il-12b, Il-23a*, and *Il-27* were upregulated in the epidermis of IMQ-treated *S1pr2 ^fl/fl^ K14-Cre* mouse (**Figures 5B, C**). These data support the fact that the IL-23/Th17 axis is recognized as a key link in the immunopathogenesis of psoriasis, and S1P has been reported to affect IL-23-mediated signaling (34). Moreover, the spatial gene expression analysis and pathway enrichment analysis revealed that the MyD88/NF-κB pathway is upregulated in IMQ-treated *S1pr2 ^fl/fl^ K14-Cre* mouse epidermis, while TLR domain-containing adapter inducing IFN-β (TRIF) and TRAF3, a MyD88-independent signaling pathway, is downregulated (**Figure 5C**, lower panel). These results support the histology and qPCR findings that S1PR2 deletion in keratinocytes induces MyD88/NF-κB pathway increase in the epidermis, resulting in proinflammatory cytokine increase after IMQ stimulation. 

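In epidermis-like spots, *Tnf* (ENSMUSG00000024401), *Il17a*, *Il17c* (ENSMUSG00000046108), *Il17f* (ENSMUSG00000041872) and *Il1b* (ENSMUSG00000027398) together had 29 UMIs in the IMQ-treated *S1pr2 fl/fl* section and 36 in the IMQ-treated *S1pr2 fl/fl K14-Cre* section. In CPM of the region these are 25.9 (17.4 to 37.2) and 72.4 (50.7 to 100), a ratio of 2.80 and a log2 ratio of 1.48 (95% counting interval 0.74 to 2.24). *Tnf* had 1 and 3 UMIs, a ratio of 6.76 with an interval of 0.542 to 355, and *Il17a* had 3 and 1, a ratio of 0.751 with an interval of 0.0143 to 9.35. *Il17c* had 7 and 9 UMIs (log2 ratio 1.53, −0.060 to 3.19), *Il17f* had 13 and 14 (1.28, 0.080 to 2.49), and *Il1b* had 5 and 9 (2.02, 0.29 to 3.94). Thus 4 of the 5 genes were higher in the *S1pr2 fl/fl K14-Cre* section and 1 was lower, and for *Il17f* and *Il1b* the interval left out 0. The tally was 5 higher and 0 lower with clustering at resolution 0.5, with spots ranked by keratinocyte markers and with the uppermost spots, where *Il17a* had log2 ratios of 1.23, 1.24 and 1.41. When each region was divided along the section into 4 segments of spots, 15 of the 16 pairs of segments had the higher summed value on the *S1pr2 fl/fl K14-Cre* side, although segments of a section are not replicates. Chemosensory receptor genes rose more in the same spots (log2 ratio 2.85, 2.77 to 2.94), and the median log2 ratio of the 5 genes lay at the 52.4th percentile of 10000 random lists of genes matched on expression. The alternative that moved the sum most was scaling to *Gapdh*, the reference gene of the RT-qPCR, which gave a log2 ratio of −0.83 and rests on 5 and 11 *Gapdh* UMIs. Over all spots under tissue the sum was 269 and 179 UMIs, a log2 ratio of 0.31, and *Il1b* was lower in the *S1pr2 fl/fl K14-Cre* section there (103 and 39 UMIs, log2 ratio −0.50, −1.07 to 0.045).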

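*Il12a* (ENSMUSG00000027776), *Il12b* (ENSMUSG00000004296), *Il23a* (ENSMUSG00000025383) and *Il27* (ENSMUSG00000044701) together had 14 UMIs in the *S1pr2 fl/fl* epidermis-like spots, or 12.5 CPM (6.84 to 21.0), and 40 in the *S1pr2 fl/fl K14-Cre* ones, or 80.5 CPM (57.5 to 110). The log2 ratio was 2.69 (1.78 to 3.68), and the *S1pr2 fl/fl K14-Cre* value was higher in 16 of 16 pairs of segments. *Il23a*, the subunit that IL-23 does not share with IL-12, had 6 and 23 UMIs, a log2 ratio of 3.11 (1.77 to 4.70), and supplied 23 of the 40 UMIs. *Il12b* had 4 and 9 UMIs (log2 ratio 2.34, 0.50 to 4.49). *Il12a*, with 1 and 4 UMIs, had a ratio of 9.01 with an interval of 0.891 to 444, and *Il27*, with 3 and 4, had a ratio of 3.00 with an interval of 0.508 to 20.5. The receptor genes' ratio of 7.22 lies inside the interval of the summed ratio, 3.43 to 12.8. The median log2 ratio of the 4 genes lay at the 98.9th percentile of matched random lists, and between the 71.8th and 87.4th with clustering at resolution 0.5, spots ranked by keratinocyte markers, the uppermost spots, and all spots under tissue. The *Il23a* count lay at the 98.9th percentile of receptor genes in the *S1pr2 fl/fl* and at the 99.8th in the *S1pr2 fl/fl K14-Cre* epidermis-like spots.

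**Figure D2:**
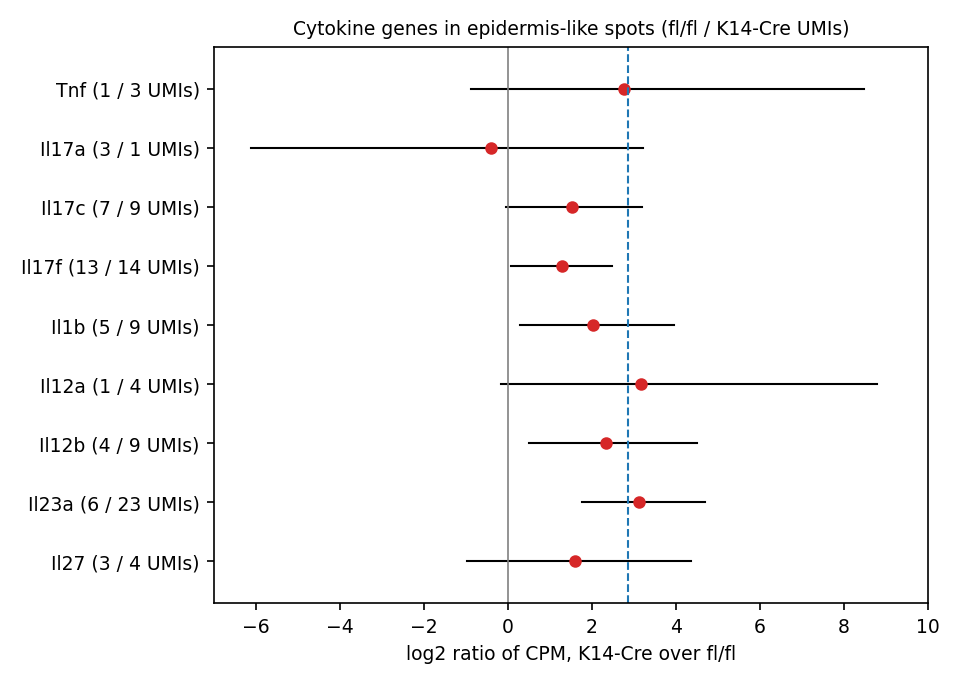
Log2 ratio of CPM in epidermis-like spots, *S1pr2 fl/fl K14-Cre* over *S1pr2 fl/fl*, for each cytokine gene (red points) with its 95% counting interval (black lines), and the UMIs of both sections beside the gene. The dashed line marks the summed chemosensory receptor genes, at 2.85, and the grey line equal values.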

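The MyD88/NF-κB pathway was represented by 13 genes from the receptor adapter to the NF-κB subunits and their inhibitor, set before the data were examined. They had 1094 UMIs in the *S1pr2 fl/fl* epidermis-like spots and 681 in the *S1pr2 fl/fl K14-Cre* ones, or 977 (920 to 1037) and 1370 (1269 to 1477) CPM, a log2 ratio of 0.49 (0.35 to 0.63), with the *S1pr2 fl/fl K14-Cre* value higher in 16 of 16 pairs of segments. Higher values were found for *Nfkb1* (ENSMUSG00000028163), with 137 and 203 UMIs (log2 ratio 1.74, 1.42 to 2.06), and *Rela* (ENSMUSG00000024927), with 167 and 179 (1.27, 0.96 to 1.58). The rise of the sum and its segment tally rest on *Nfkb1* and *Rela*, and the sum is not a rise of the pathway as a whole. By direction alone, 8 of the 13 genes were higher and 5 lower. *Tab1* (1.74) and *Irak4* (1.03) were also higher by more than counting error. *Myd88* (ENSMUSG00000032508) had 138 and 80 UMIs, a log2 ratio of 0.38 with an interval of −0.031 to 0.79. *Traf6* (−1.23), *Tab2* (−1.36) and *Nfkbia* (−0.98), which encodes the NF-κB inhibitor IκBα, were lower by more than counting error. For the other 5 genes (*Irak1*, *Map3k7*, *Ikbkg*, *Chuk* and *Ikbkb*), the interval of the log2 ratio held 0. The median log2 ratio of the 13 genes lay at the 26.4th percentile of matched random lists. The sum stayed higher in *S1pr2 fl/fl K14-Cre* with clustering at resolution 0.5 (0.50), ranked spots (0.36) and the uppermost spots (0.36), and was −0.053 (−0.12 to 0.014) over all spots under tissue. It was −0.35 with edgeR's TMM factor and −1.82 relative to *Gapdh*, but each of these moves every gene by the same amount and so says nothing about this pathway in particular. With the TMM factor, *Nfkb1* and *Rela* kept positive log2 ratios of 0.90 and 0.43 and *Myd88* had −0.45. The genes of TRIF (*Ticam1* (ENSMUSG00000047123)) and TRAF3 (*Traf3* (ENSMUSG00000021277)) together had 43 and 27 UMIs, or 38.4 (27.8 to 51.8) and 54.3 (35.8 to 79.0) CPM. Their log2 ratio was 0.50 (−0.25 to 1.23), with the *S1pr2 fl/fl K14-Cre* value higher in 7 of 16 pairs of segments, so no change in either direction was detectable at this depth. It was between 0.16 and 0.46 with the other definitions of the epidermis, −0.46 as the mean over spots of CPM of each spot, and −0.34 with the TMM factor. *Ticam1* had 17 and 10 UMIs (log2 ratio 0.41, −0.88 to 1.61) and *Traf3* 26 and 17 (0.56, −0.42 to 1.49), and over all spots under tissue *Traf3* had 187 and 64 (−0.65, −1.08 to −0.23). The paper reports higher MyD88/NF-κB genes and cytokines and lower TRIF and TRAF3 in the *S1pr2 fl/fl K14-Cre* epidermis. It takes these results as support for its histology and RT-qPCR findings. By those findings, *S1pr2* deletion in keratinocytes raises this pathway and, as a result, proinflammatory cytokines after IMQ.

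**Figure D3:**
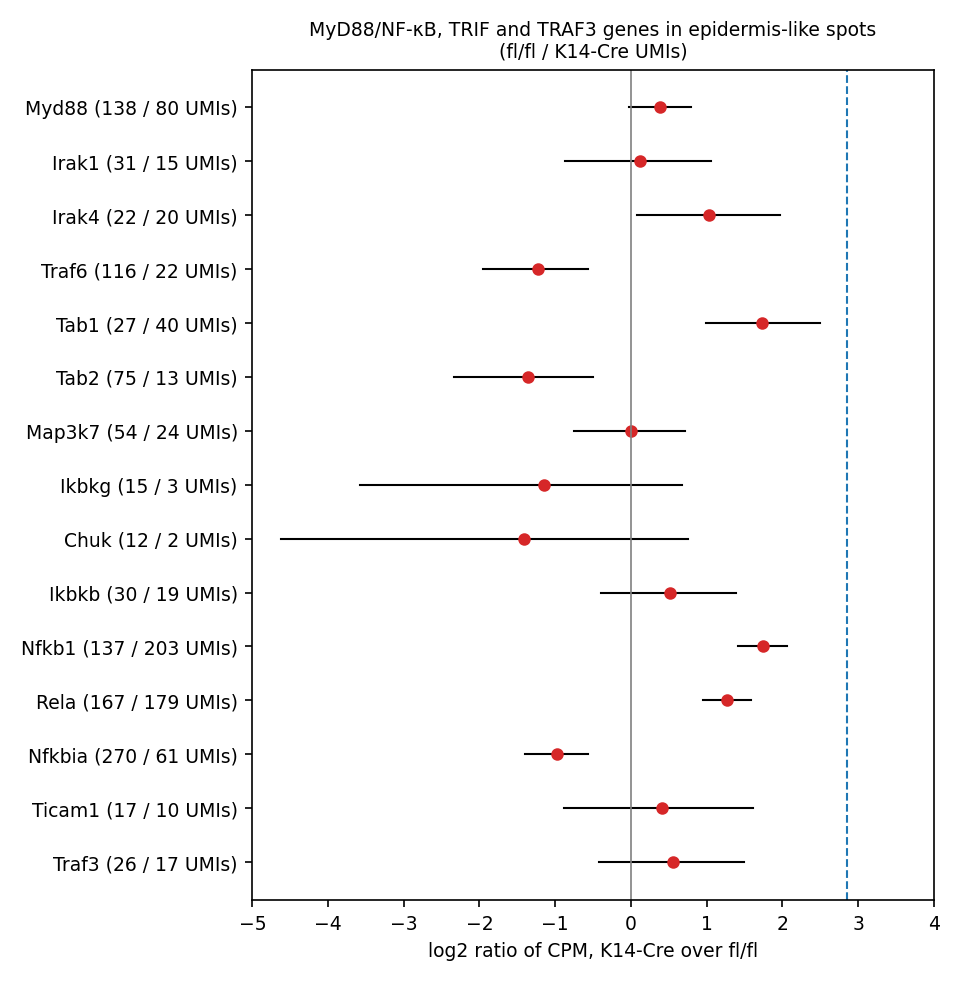
Log2 ratio of CPM in epidermis-like spots, *S1pr2 fl/fl K14-Cre* over *S1pr2 fl/fl*, for the 13 MyD88/NF-κB genes, *Ticam1* and *Traf3* (red points) with 95% counting intervals (black lines) and the UMIs of both sections. The ratios run from −1.41 for *Chuk* to 1.74 for *Nfkb1* and *Tab1*, all below the dashed line at 2.85 that marks the summed chemosensory receptor genes.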

Since angiogenesis is an exacerbating factor of psoriatic inflammation (35), we also investigated the gene expression levels of vascular endothelial growth factor (VEGF), hypoxia-inducible factor (HIF), the murine IL-8 homolog CXCL1, and angiopoietin that are considered to be the main players in angiogenesis (**Supplementary Figure S4**). 

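The angiogenesis genes *Vegfa* (ENSMUSG00000023951), *Hif1a* (ENSMUSG00000021109), *Cxcl1* (ENSMUSG00000029380) and *Angpt1* (ENSMUSG00000022309) together had 554 UMIs in the *S1pr2 fl/fl* epidermis-like spots and 238 in the *S1pr2 fl/fl K14-Cre* ones. In CPM these are 495 (455 to 538) and 479 (420 to 544), a log2 ratio of −0.048 (−0.27 to 0.17), so no difference beyond counting error was found in these clusters. The sum was lower in *S1pr2 fl/fl K14-Cre* by more than counting error in spots ranked by keratinocyte markers (−0.24, −0.41 to −0.068), in the 2 uppermost tissue spots of each array column (−0.19, −0.36 to −0.021) and over all spots under tissue (−0.30, −0.42 to −0.18). *Vegfa* had 134 and 61 UMIs (log2 ratio 0.036, −0.43 to 0.48), and *Hif1a*, which supplied most of the UMIs of the sum, had 418 and 164 (−0.18, −0.45 to 0.085). *Cxcl1* had 2 and 1 UMIs, too few for a fold. *Angpt1* had 0 UMIs in the *S1pr2 fl/fl* and 12 in the *S1pr2 fl/fl K14-Cre* epidermis-like spots. It was 9.01-fold higher in the latter when the 0 is set to 3 counts, and 6.26-fold at the lower 95% limit of the ratio. That limit lies below the receptor genes' ratio of 7.22, so background stays open as a source. The *S1pr2 fl/fl K14-Cre* count is above the 95th percentile of receptor genes (10). Over all spots under tissue *Angpt1* had 18 and 47 UMIs (log2 ratio 2.29, 1.47 to 3.16), *Cxcl1* had 8 and 24 (2.49, 1.28 to 3.85), and *Hif1a* had 1344 and 478 (−0.59, −0.74 to −0.44). With the TMM factor, the summed log2 ratio in epidermis-like spots was −0.89.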

The spatial gene expression analysis and pathway enrichment analysis showed that S1PR2 deletion did not alter these expressions or even reduce them. This is consistent with the fact that S1PR2 does not change the severity of erythema, suggesting that epidermal S1PR2 does not affect angiogenesis.

**Figure 5:**
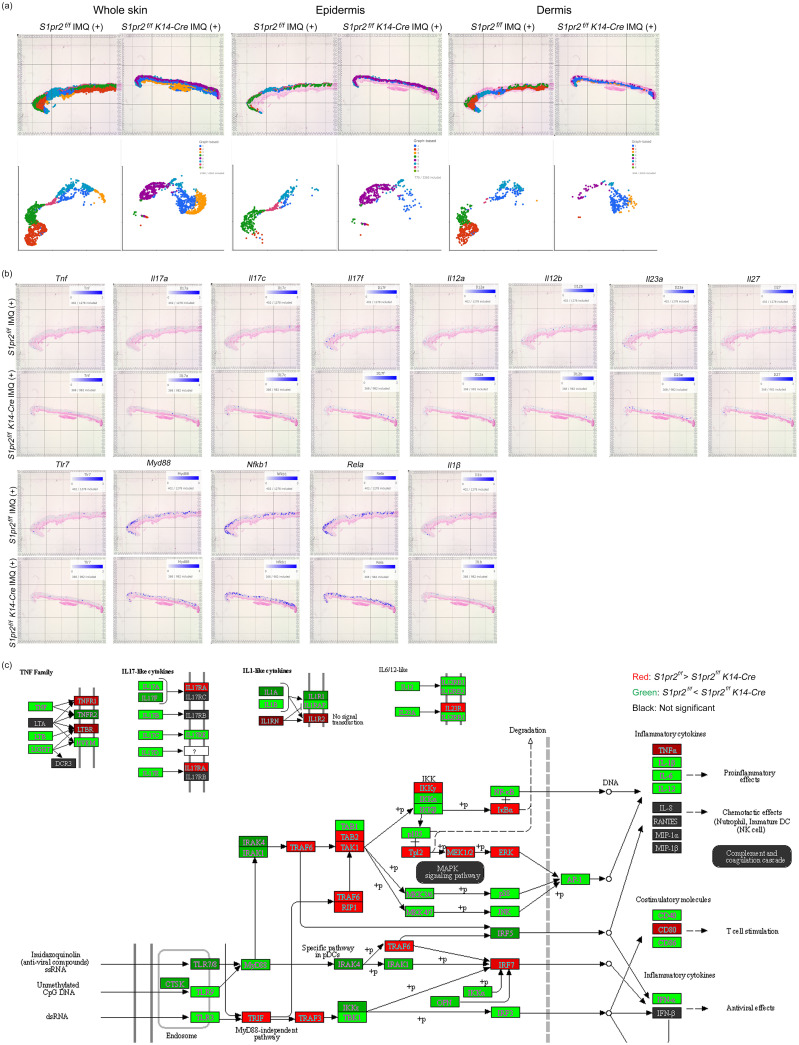
Spatial transcriptomics reveals that S1PR2 deletion in keratinocytes results in psoriasis-like inflammation in the epidermis. **(A)** Graph-based clustering (upper lane) and UMAPs (lower lane) of *S1pr2 ^fl/fl^* and *S1pr2 ^fl/fl^ K14-Cre* mouse epidermis after IMQ administration. **(B)** Spatial gene expression analysis of *Tnf, Il-17a, Il-17c, Il-17f, Il-12a, Il-12b, Il-23a, Il-27, Tlr7, Myd88, Nfkb1*, *Rela, and Il-1β* in *S1pr2 ^fl/fl^* and *S1pr2 ^fl/fl^ K14-Cre* mouse epidermis after IMQ administration. **(C)** Representatives of pathway enrichment analysis of the mRNA levels by spatial transcriptomics of *S1pr2 ^fl/fl^* and *S1pr2 ^fl/fl^ K14-Cre* mouse epidermis after IMQ administration. Genes upregulated and downregulated in *S1pr2 ^fl/fl^ K14-Cre* mouse epidermis are highlighted in green and red, respectively. Fold change > 2 and adjusted P value < 0.05.

### 3.7 S1PR2 regulates psoriasis-like inflammation in human keratinocytes

#### 3.7.1 Human epidermal keratinocytes express TLR7

It was previously stated that NHEKs express TLRs 1, 2, 3, 4, 5, 6, and 9 but not TLR7 and TLR8 (36–38). However, a recent study found that human keratinocytes express TLR7 after calcium-induced differentiation (21). Since the expression of TLR7 is an essential factor in whether the IMQ is an appropriate reagent to induce psoriasis-like inflammation in NHEKs, we performed immunofluorescence staining on NHEKs to confirm that they express TLR7. According to the immunofluorescence staining analysis, we found that NHEKs expressed TLR7 and concluded that NHEKs could be stimulated with IMQ to induce a psoriatic condition similar to that of keratinocytes in a psoriasis mouse model (**Figure 6A**).

**Figure 6:**
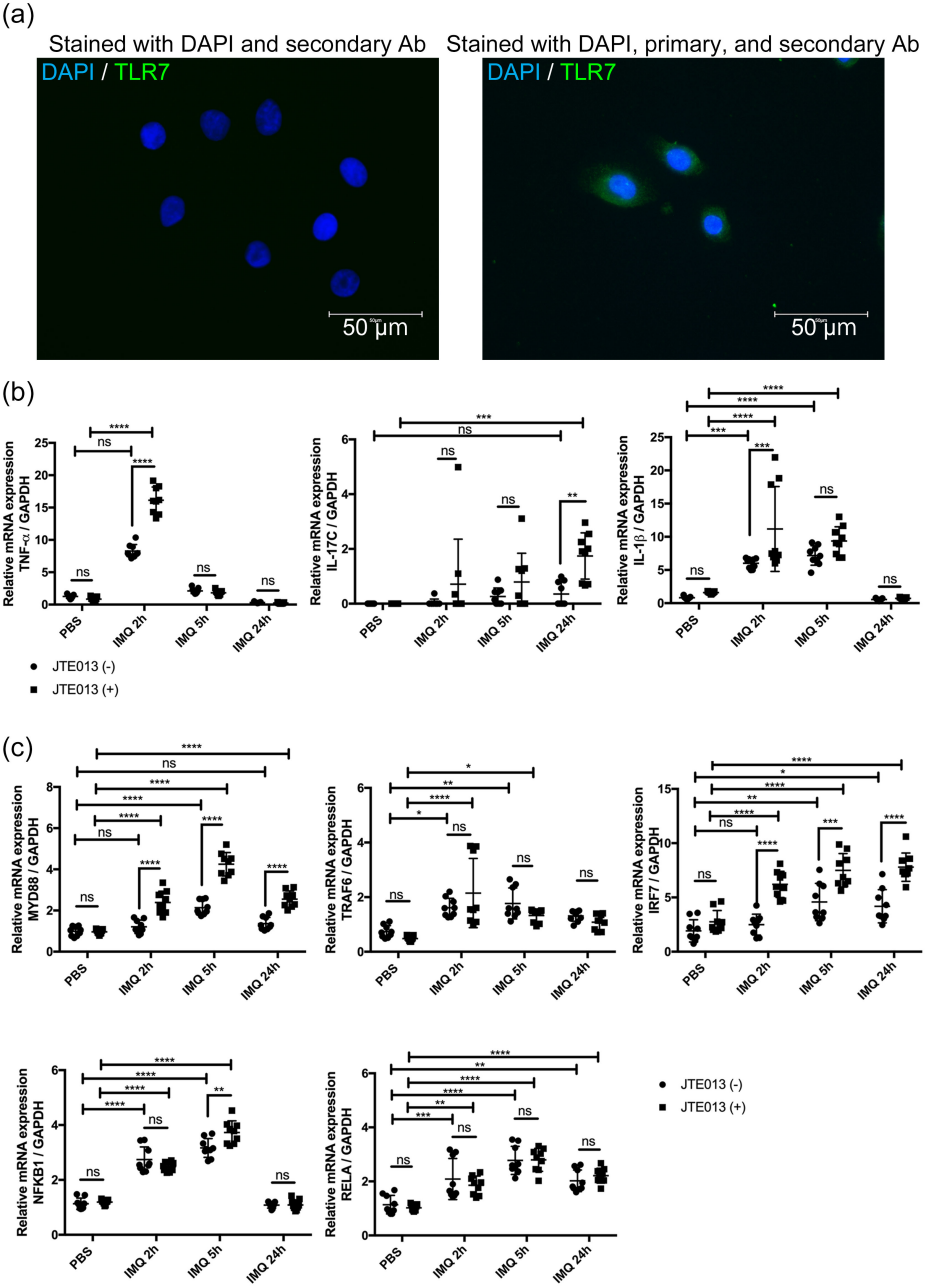
S1PR2 blockade in NHEK increases psoriasis-related inflammation. **(A)** Representative immunofluorescence images of TLR7 (green) and nuclei (blue) of NHEKs. Left panel shows NHEKs stained with DAPI and secondary antibody. Right panel shows NHEKs stained with DAPI, primary, and secondary antibody **(B)** mRNA expressions of TNF-α, Il-17C, IL-1β, and **(C)** mRNA expressions of MYD88, TRAF6, IRF7, NFKB1, and RELA of NHEKs treated with PBS for 24 hours or with IMQ for 2, 5, and 24 hours. Before IMQ treatment, S1PR2 was inhibited by incubating NHEKs with 10 μM JTE013 for 2 hours. Each gene expression was measured with RT-qPCR and normalized to GAPDH mRNA expression level. Data shown are the mean ± SD (n = 3) and are representative of three independent experiments with similar results. ****p < 0.0001, ***p <0.0005, **p < 0.005. ns, not significant.

#### 3.7.2 S1PR2-blocked NHEKs have higher proinflammatory cytokines after IMQ stimulation

We next blocked S1PR2 on NHEKs using JTE013 and stimulated them with IMQ to investigate whether S1PR2 in human keratinocytes affects in the same way as in the murine model in psoriasis inflammation. Consistent with mouse model results, S1PR2 blockade of NHEKs significantly increased mRNA expressions of TNF-α at 2 hours, IL-1β at 5 hours, and IL-17C at 24 hours after IMQ administration (**Figure 6B**). Furthermore, in S1PR2 blocked NHEKs, mRNA expressions of MyD88 and IRF7 were observed at any time after IMQ administration, and that of NFKB1 was observed 5 hours after IMQ administration (**Figure 6C**). Altogether our *in vivo* and *in vitro* data indicate a critical role for keratinocyte S1PR2 in psoriasis-like inflammation through regulating MyD88/NF-κB pathway.

## 4 Discussion

S1P is one of the sphingolipids produced via the degradation of ceramide and the phosphorylation of sphingosine acts as a signaling molecule by binding receptors S1PRs (S1PR1-5) (7). Each S1PR is known to have a different function on cellular responses, such as cell proliferation, differentiation, apoptosis, and immune responses (39). Among the five S1PRs, S1PR1 has been primarily studied for its association with psoriasis (35, 40). In addition, fingolimod, an S1PR1 functional antagonist that binds to S1PR3-5, has been reported to inhibit the migration of T cells from the LN to the skin and alleviate IMQ-induced psoriasis (12). However, the role of S1PR2 in psoriasis has yet to be investigated. Our study demonstrated that S1PR2 deletion increases psoriasis inflammation. Namely, our data indicated that S1PR2 acts as an immunosuppressor in psoriasis pathogenesis.

Since the discovery that T cells play a major role in the pathogenesis of psoriasis, research on the pathogenesis and treatment of psoriasis has primarily targeted immune cells (41–45). However, the importance of crosstalk between keratinocytes and immune cells in psoriasis has received increasing attention recently (4, 46). In psoriasis lesions, external stimulation activates keratinocytes to produce proinflammatory cytokines such as TNF-α and IL-1β, stimulating dendritic cells to induce differentiation of helper T cells (47–49). One of the helper T cells subsets the Th17 cell, produces IL-17A, and stimulates the keratinocytes to produce proinflammatory cytokines such as IL-1β, IL-17C, and IL-8, which induces the recruitment of neutrophils (2, 50–52). IL-1β secreted from keratinocytes acts on keratinocytes to promote cytokine production via the MyD88/NF-κB pathway (52, 53). This positive feedback forms a loop to maintain the inflammatory phase of psoriasis. Our data demonstrated that S1PR2 in keratinocytes interacts with the MyD88/NF-κB pathway and regulates this feedback loop.

In studies other than the skin and keratinocytes, S1PR2 has been reported to have pro-inflammatory functions. For example, vascular endothelial cell inflammation is suppressed in S1PR2-deficient mice (54), and osteoclast formation is inhibited in S1PR2-deficient mice (55). On the other hand, it has been reported that S1PR2 acts as a suppressive mediator in tumors; S1PR2 signaling confers tumor suppressive activity in diffuse large B-cell lymphoma (56), and lower S1PR2 values are associated with a worse prognosis in cervical squamous cell carcinoma (57).

Several studies have reported that S1PR2 ameliorates atopic dermatitis in skin diseases by promoting the Th2 cell-attracting capacity of dendritic cells (58, 59). However, another study has shown that S1PR2 deficiency increases skin inflammation by causing hyperpermeability and exacerbating mechanical stress damage and bacterial penetration (13). Our data showed that the absence of S1PR2 in keratinocytes worsened skin inflammation in psoriasis. This suggests that S1PR2 is anti-inflammatory in keratinocytes, in contrast to its effects on other cell types.

In addition, although several studies reported that FTY720, a functional antagonist of S1PR1, 3, 4, and 5, ameliorated psoriasis, the study in mice found that topical FTY720 does not alter psoriasis inflammation (19). This was hypothesized to be due to S1PR2’s function restraining hyperplasia in the skin (14, 60). Our data showed that the exacerbation of psoriasis caused by S1PR2 deficiency was not ameliorated by the administration of FTY720. This supports the notion that S1PR2 has anti-inflammatory properties in keratinocytes, and psoriasis worsens when absent. Furthermore, the study suggests that the absence of S1PR2 signaling cannot be compensated for by modulating other S1PRs. Since our previous study revealed that S1PR2 has a crucial role in skin barrier maintenance (13), we investigated the relationship between skin barrier function and psoriasis inflammation, which has been discussed in recent years (28). Of note, the association between skin barrier function and psoriasis inflammation is not consistent, with some clinical studies showing increased expression of tight junction proteins in the psoriasis skin (29, 61), while some clinical studies have shown decreased tight junction proteins and filaggrin expression in psoriasis (31, 32). In addition, a study that analyzed filaggrin and tight junction proteins in human psoriasis, ex vivo models, and *in vitro* models found that tight junction changes were observed in the early stage of psoriasis but not in developed psoriasis (30). This study shows that S1PR2 in keratinocytes inhibits psoriasis inflammation due to the MyD88/NF-κB pathway but not due to the skin barrier impairment. Since our data did not show any correlation between skin barrier and psoriasis inflammation, we support the idea that skin barrier changes are not responsible for psoriasis cytokine production.

MyD88 is an adaptor protein that signals downstream of TLRs and IL-1 receptor family members and activates the transcription factor NF-κB (62, 63). Thus, MyD88 is a central molecule that regulates immune responses in many cell types. However, MyD88 does not elicit the same response in different cell types. MyD88-mediated TLR signaling induces the secretion of Th1 and Th2 cytokines in mast cells (64). On the other hand, MyD88 in keratinocytes regulates Th1 and Th17 but not Th2 responses in allergic reactions (65). In addition, developing atopic and contact dermatitis requires MyD88 signaling in dendritic cells but not in keratinocytes (65–67). In our previous study, S1PR2 deletion in keratinocytes increased mRNA expressions of *Il-1β* and *Cxcl1* of the contact dermatitis mouse model but did not change other cytokines and clinical manifestations (16). The difference between psoriasis and contact dermatitis is due to the specific regulation of the MyD88/NF-κB pathway by S1PR2 in keratinocytes. Thus, the mechanism we found applies only to psoriasis inflammation.

A possible mechanism for S1PR2 to suppress the MyD88/NF-κB pathway is its balance with the MyD88-independent TLR signaling pathway. Our spatial transcriptomic analysis revealed that in the presence of S1PR2, MyD88-independent TLR signaling pathways such as TRIF and TRAF3 are activated when stimulated with IMQ, although the MyD88/NF-κB pathway is downregulated. However, further studies are required to determine the cause of this imbalanced signaling pathway.

In addition, this study’s limitation is that it did not focus on immune cells such as DCs or macrophages and analyzed specifically the Th17 cell population. Since DCs and macrophages are also key players in the immune response closely associated with psoriasis pathogenesis, these cells should be investigated in the future. Moreover, it is necessary to study the spleen, a tissue where immune cells are assembled, in order to further investigate the effects on systemic inflammation.

Our study is groundbreaking because it is the first to show that a signal generated by a lipid in keratinocytes can directly generate psoriatic changes in the skin. We followed the effects of the S1P signal generated by the keratinocytes and how it reverberates throughout the skin.

In summary, we demonstrated that S1PR2 is involved in regulating psoriasis inflammation and, in particular, that S1PR2 in keratinocytes plays an essential role in this regulation. This study emphasizes the significance of keratinocytes in psoriasis research and suggests targeting S1PR2 as a novel treatment approach.

## Data Availability

The datasets generated and analyzed for this study can be found at https://www.ncbi.nlm.nih.gov/bioproject/PRJNA1161425, hosted by National Center for Biotechnology Information (NCBI), accession number PRJNA1161425; GEO: GSE277246.

# Supplementary material for: Sphingosine 1-phosphate receptor 2 in keratinocytes plays a key role in reducing inflammation in psoriasis
**Source:** Front Immunol. 2024 Sep 26;15:1469829. doi: 10.3389/fimmu.2024.1469829
**Supplement:** Supplementary file 1

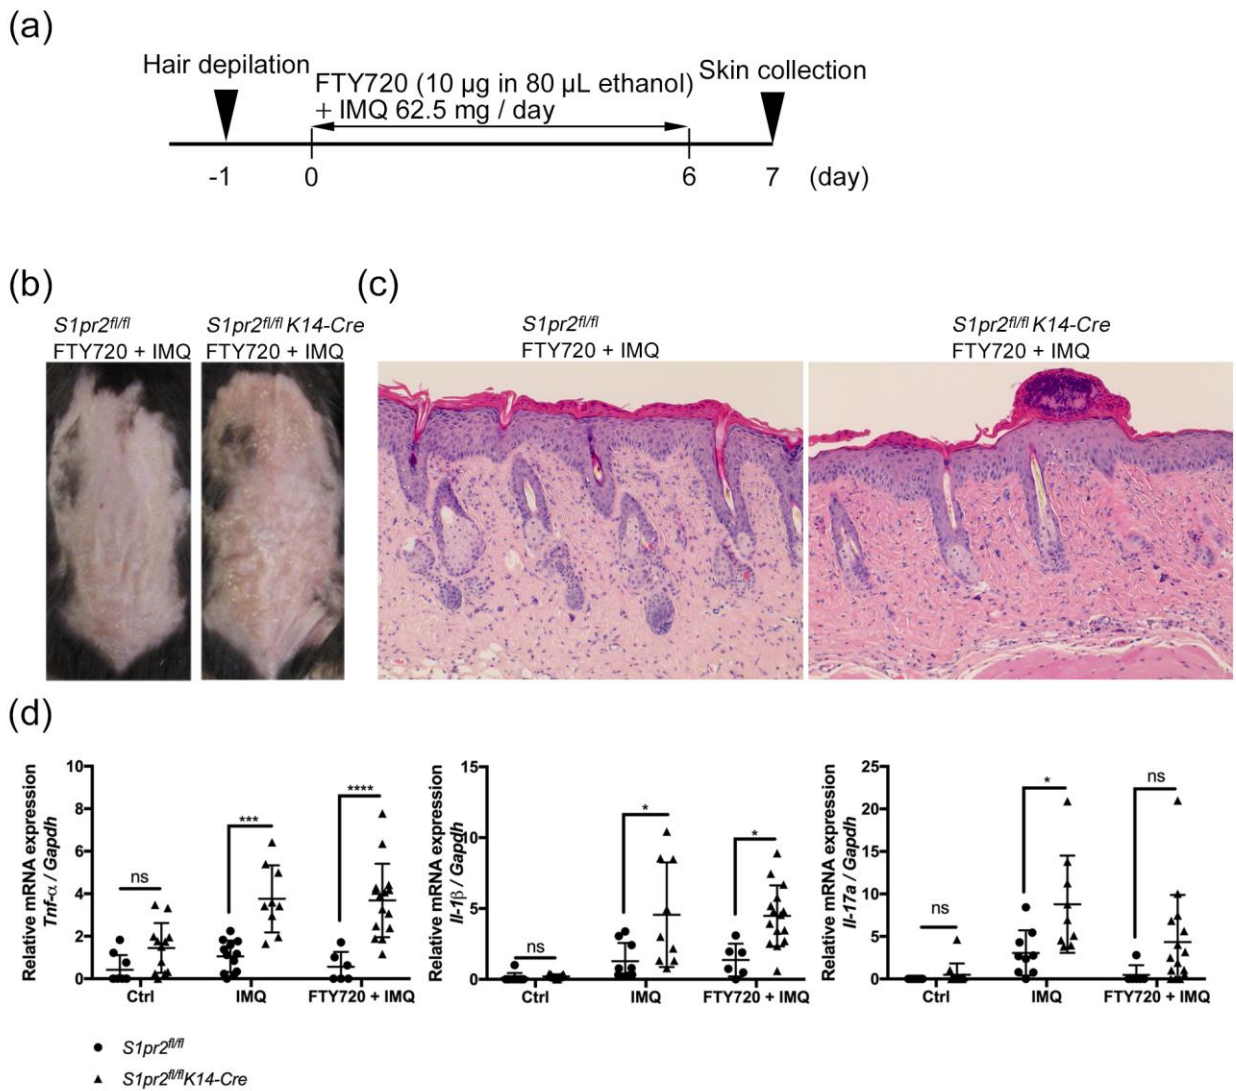

### Supplementary Figure S1. Fingolimod (FTY720) does not alter psoriasis inflammation exacerbated by S1PR2 deletion in keratinocytes

(a) The experimental protocol for the FTY720 administration and IMQ application of the psoriasis mouse model. (b) Representatives of *S1pr2<sup>fl/fl</sup>* and *S1pr2<sup>fl/fl</sup> K14-Cre* mice treated with FTY720 and IMQ. (c) H&E staining images of *S1pr2<sup>fl/fl</sup>* and *S1pr2<sup>fl/fl</sup> K14-Cre* epidermis. (d) mRNA expressions of *Tnf-α*, *Il-17a*, and *Il-1β* of *S1pr2<sup>fl/fl</sup>* and *S1pr2<sup>fl/fl</sup> K14-Cre* mouse epidermis were measured with RT-qPCR and normalized to *Gapdh* mRNA expression level. \*\*\*\* $p < 0.0001$ , \*\*\* $p < 0.0005$ , \* $p < 0.05$ . FTY720, fingolimod; IMQ, imiquimod; ns, not significant.

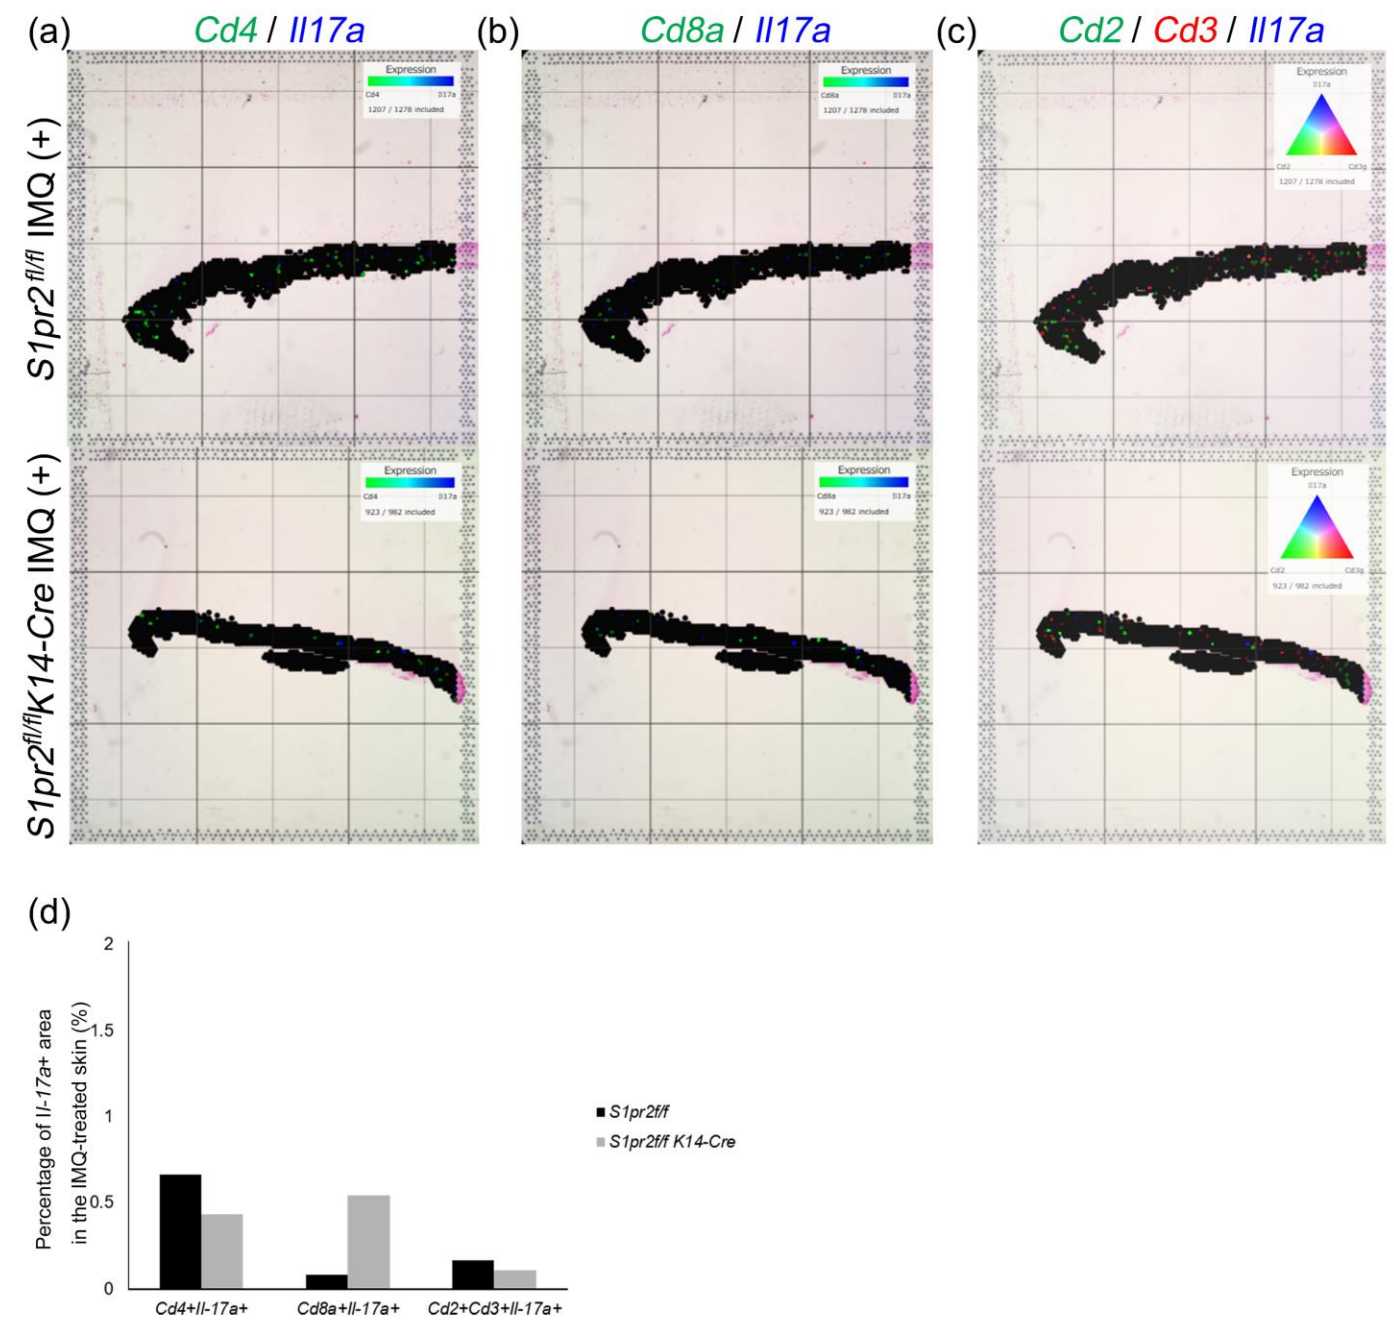

**Supplementary Figure S2. *Cd4*<sup>+</sup>*Il-17a*<sup>+</sup> (Th17), *Cd8a*<sup>+</sup>*Il-17a*<sup>+</sup> (Tc17), and *Cd2*<sup>+</sup>*Cd3*<sup>+</sup>*Il-17a*<sup>+</sup> ( $\gamma\delta$ T) percentage in the skin after IMQ application.**

Gene expression analysis by spatial sequencing shows (a) *Cd4*<sup>+</sup>*Il-17a*<sup>+</sup> (bright green), (b) *Cd8a*<sup>+</sup>*Il-17a*<sup>+</sup> (bright green), and (c) *Cd2*<sup>+</sup>*Cd3*<sup>+</sup>*Il-17a*<sup>+</sup> (white) areas in the skin of *S1pr2<sup>fl/fl</sup>* and *S1pr2<sup>fl/fl</sup> K14-Cre* mouse after IMQ application. (d) Bar graph shows percentages of *Cd4*<sup>+</sup>*Il-17a*<sup>+</sup>, *Cd8a*<sup>+</sup>*Il-17a*<sup>+</sup>, and *Cd2*<sup>+</sup>*Cd3*<sup>+</sup>*Il-17a*<sup>+</sup> areas in the skin of *S1pr2<sup>fl/fl</sup>* and *S1pr2<sup>fl/fl</sup> K14-Cre* mouse after IMQ application as measured by gene expression analysis.

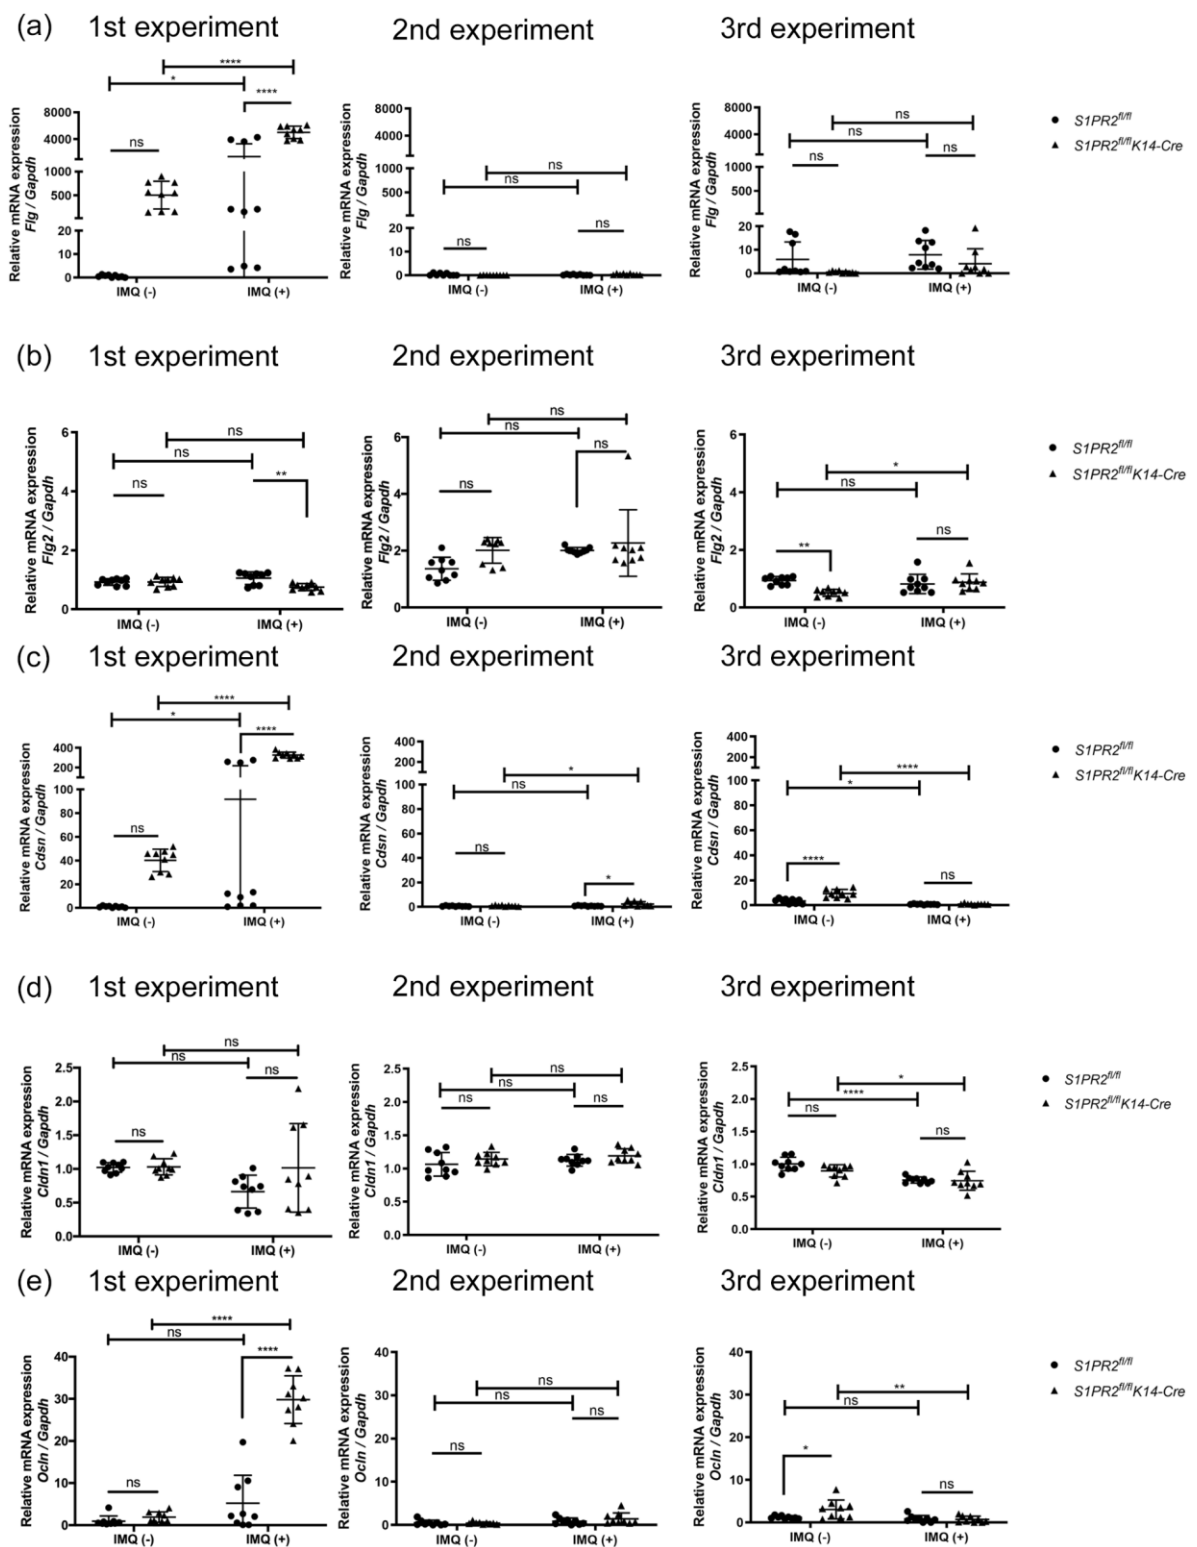

### Supplementary Figure S3. mRNA expressions of epidermal barrier proteins

mRNA expressions of (a) *Flg*, (b) *Flg2*, (c) *Cdsn*, (d) *Cldn1*, and (e) *Ocln* of *S1pr2<sup>fl/fl</sup>* and *S1pr2<sup>fl/fl</sup> K14-Cre* mouse epidermis were measured with RT-qPCR and normalized to *Gapdh* mRNA expression level. Data shown are the mean  $\pm$  SD (n = 3) of three independent experiments. \*\*\*\* $p$  < 0.0001, \*\*\* $p$  < 0.0005, \*\* $p$  < 0.005, \* $p$  < 0.05. *Flg*, filaggrin; *Cdsn*, corneodesmosine; *Cldn*, claudin; *Ocln*, occludin; ns, not significant.

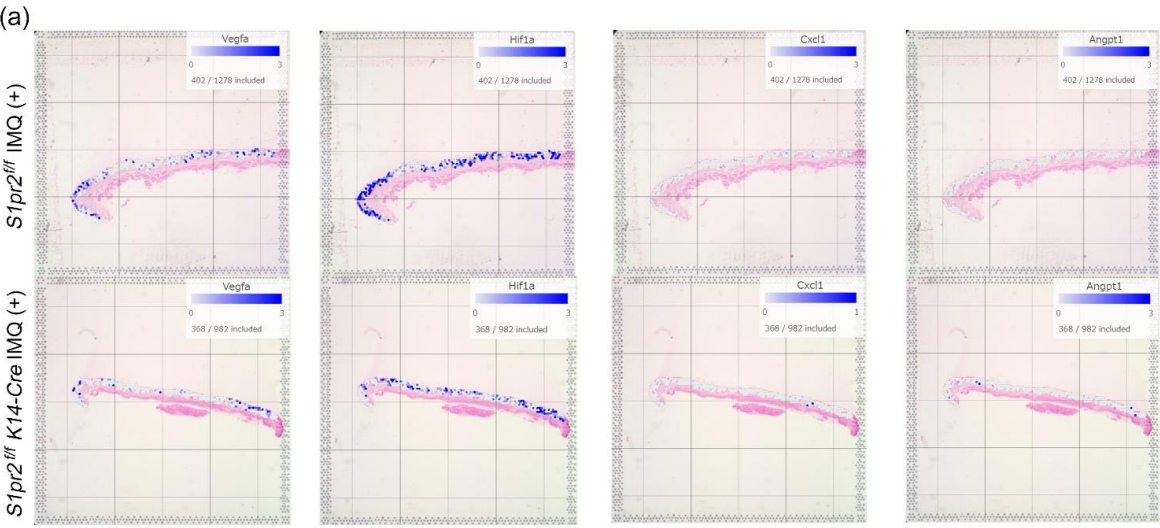

(b)

Red: *S1pr2<sup>ff</sup>* > *S1pr2<sup>ff</sup>* K14-Cre  
 Green: *S1pr2<sup>ff</sup>* < *S1pr2<sup>ff</sup>* K14-Cre  
 Black: Not significant

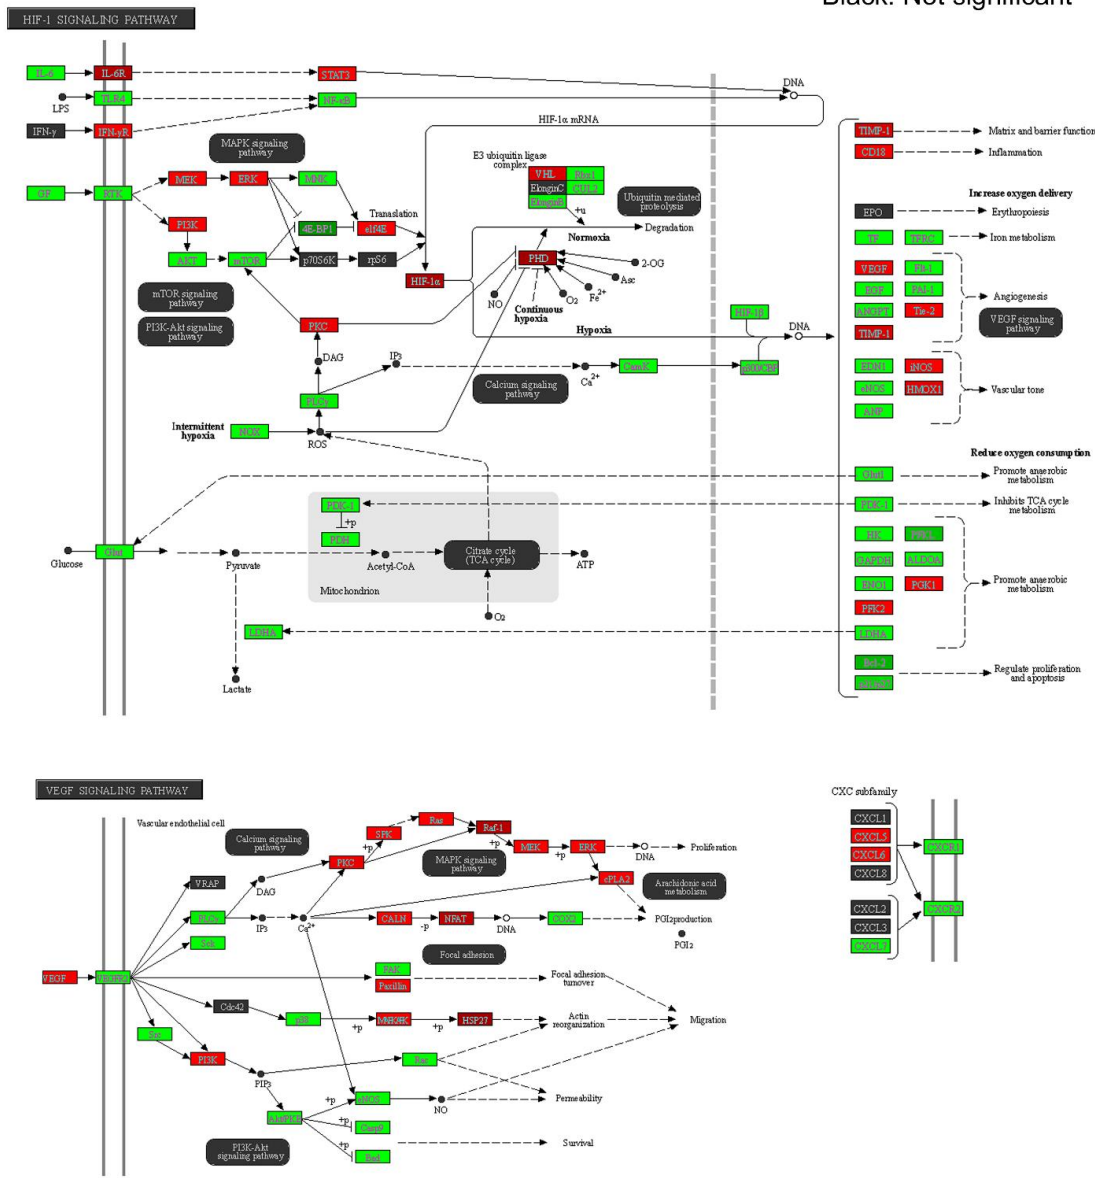

**Supplementary Figure S4. S1PR2 deletion does not alter angiogenesis of psoriasis**

(a) Gene expression levels of *Vegfa*, *Hif1a*, *Cxcl1*, and *Angpt1* analyzed by spatial sequencing.

(b) Pathway enrichment analysis of HIF-1 signaling pathway (upper panel) and VEGF signaling pathway (lower panel). *Vegfa*, vascular endothelial growth factor; *Hif1a*, hypoxia-inducible factor 1-alpha; *Cxcl1*, C-X-C motif chemokine ligand 1; *Angpt1*, Angiopoietin 1.

How the deposited data were processed for this re-analysis (not part of the article)

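Spatial transcriptomics was measured in 2 skin sections, 1 from an IMQ-treated *S1pr2 fl/fl* mouse and 1 from an IMQ-treated *S1pr2 fl/fl K14-Cre* mouse, which received 62.5 mg of 5% imiquimod cream for 7 days from 8 weeks of age. The sections were 10 μm thick and lay on capture areas with sides of 11 mm. The authors deposited raw UMI counts per gene and spot for the spots over tissue, without normalization, together with the array and image position of each spot of the array. The header of the counts names Space Ranger 3.0.0, and the paper states that Partek Flow processed the images and reads. The genome build, the probe set, the normalization before the study's comparisons and the way its epidermis spots were selected are not named in the paper's text, so no coordinates are given, and genes carry the symbols and Ensembl identifiers of the files. Of the 19465 genes, 11 symbols occur more than once. RT-qPCR, flow cytometry, histology and ELISA were not analysed here.

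The *S1pr2 fl/fl* section held 1282 spots and 5315351 UMIs, and the *S1pr2 fl/fl K14-Cre* section 981 spots and 2845826 UMIs. Sums of UMIs were divided by all UMIs of the same region and given as CPM, that is per 1000000 UMIs. The precision follows from the counts: 95% intervals are exact Poisson for UMIs, Clopper-Pearson for shares and conditional binomial for ratios. For shares of spots and fold bounds, a count of 0 was taken to allow up to 3 counts. The CPM limit of a gene with 0 UMIs is exact Poisson (3.69 counts). With 1 library per condition no test between conditions was possible, and no p-value or number of changed genes is given. The fold change and adjusted p thresholds in the legend of Figure 5 could therefore not be applied. Log2 ratios compare *S1pr2 fl/fl K14-Cre* with *S1pr2 fl/fl*. For lists of genes, the median log2 ratio (pseudocount 0.5 UMIs) was set among 10000 random lists of the same size, drawn for each gene from the 200 genes nearest in expression, as a description of these libraries.

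Spots with at least 50 UMIs were clustered in each library with scanpy 1.11.5 and igraph 0.11.9 in Python 3.11.15 (log-normalized counts, 2000 most variable genes, 20 principal components, 15 neighbours, Leiden resolution 1, seed 0), which left out 46 *S1pr2 fl/fl* and 7 *S1pr2 fl/fl K14-Cre* spots. The genes that the paper names for these data were kept out of the clustering. Marker lists for epidermis (15 genes), dermis (9), fat (7), muscle (7) and hair (7) were written before the data were examined. A cluster was named for the class of which at least 50% of the markers, with at least 5 UMIs, were at least 2-fold over the other spots, and these thresholds were set after a first look at the clusters. Also set after seeing the data were 3 further rules: a cluster with more than 5 of the developmental muscle genes among its 10 leading genes stayed unnamed, a region needed at least 20 spots in each library to give a value, and shallow clusters without a marker among their 10 leading genes stayed unnamed. The edge of a cluster can move with numerical rounding on another computer. The regions were also divided along the section into 4 segments, a description chosen after seeing the data, and segments are not replicates.

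The genes named in the text were fixed by a rule: every gene the paper names for the spatial data, the other mouse RT-qPCR genes, the S1P receptors, and the 5 genes with the highest and the 5 with the lowest ratio among those with at least 100 UMIs over both epidermis-like regions and the same direction under every definition of the epidermis (2020 genes). Other genes are named where stated, and were chosen after their values were seen. The 1226 olfactory (*Olfr*), vomeronasal (*Vmn1r*, *Vmn2r*), taste (*Tas2r*) and trace amine (*Taar*) receptor genes were taken as a background after it was seen that genes with low counts rose in the *S1pr2 fl/fl K14-Cre* library. What their ratio would show was written down before it was computed. The correlation of log2 ratios between epidermis-like and muscle-like spots took genes with at least 30 UMIs in each region and section, a minimum chosen after 50 had also been looked at, and with CPM within 2-fold between the regions on average over the sections. The latter limit leaves out genes enriched in the epidermis, *Flg*, *Hrnr*, *Rptn*, *Krt1* and *Krt10* among them.

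The alternatives were clustering at resolution 0.5, joint clustering of both libraries, as many spots as the study's Figure 5B shows ranked by keratinocyte markers, the 2 uppermost tissue spots of each array column, all spots under tissue, spots with at least 500 UMIs, spots thinned to 1000 UMIs, any CD3 gene in place of *Cd3g*, a minimum of 30 UMIs for the highest and lowest genes, the TMM factor of edgeR 4.0.16 in R 4.3.3, scaling to *Gapdh* UMIs, and the mean over spots of CPM of each spot. The mean UMIs of a receptor gene taken off each gene, connected groups of at least 20 spots, the naming of shallow clusters from their markers, and leaving unnamed each cluster with at least 5 blood or at least 5 developmental muscle genes among its 10 leading genes were added after seeing the data. The TMM factors of the epidermis-like sums were 0.748 for *S1pr2 fl/fl* and 1.34 for *S1pr2 fl/fl K14-Cre*, a shift of −0.84 in log2, while the median log2 ratio of the 2770 genes with at least 100 UMIs was −0.034. The 10 highest genes held 18.1% of the *S1pr2 fl/fl* and 9.75% of the *S1pr2 fl/fl K14-Cre* UMIs of the region. *Gapdh* had 5 and 11 UMIs there, too few for a stable reference.

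The scripts were tested on simulated Poisson counts for 19239 genes, of which 200 were changed by a true log2 value of 2 up or down. The gene profile came from the whole *S1pr2 fl/fl* section, and the depths were the UMI totals of both whole sections. The median log2 ratio was 1.99 for the raised and −2.03 for the lowered genes, and the 95% intervals held the true value for 94.0% of the changed and 96.2% of the unchanged genes. A list of 13 raised genes lay at the 100th percentile of matched lists, and 1 of 13 unchanged genes at the 39.8th. Coverage near 95% follows from drawing Poisson counts. The simulation checks the code, and not the depth of the epidermis-like spots or a background that differs between sections. Counts were handled with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and anndata 0.12.19, and plots were drawn with matplotlib 3.10.9.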

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

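The receptor genes, the segments and the comparison of developmental with adult muscle genes were chosen as tests only after the higher low counts and the muscle genes had been seen; what the receptor genes would show was written before their ratio was computed.

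The paper does not discuss the olfactory, vomeronasal, taste and trace amine receptor genes, whose UMIs stood far above the limit that a count of 0 allows. In epidermis-like spots their summed log2 ratio of *S1pr2 fl/fl K14-Cre* over *S1pr2 fl/fl* was 2.85 (2.77 to 2.94), from 1332 to 9623 CPM. Each of the 5 families rose, with log2 ratios from 2.68 to 3.47, as did the *S1pr2 fl/fl K14-Cre* value in 16 of 16 pairs of segments. The rise differed by region: the log2 ratio was 2.34 in the uppermost spots, 1.43 over all spots under tissue and 0.25 in muscle-like spots. In the *S1pr2 fl/fl K14-Cre* section the unnamed clusters of 125 and 108 spots had the highest values, 13446 and 12406 CPM. Genes of few UMIs rose in the same way in epidermis-like spots, with a median log2 ratio of 2.31 for genes with 1 to 9 UMIs over both sections, 1.56 for 10 to 29, 0.30 for 30 to 99 and −0.018 for at least 100 but fewer than 300, whereas in muscle-like spots the medians for these classes were −0.013, −0.16, −0.23 and −0.13. A difference of depth alone gives equal CPM ratios in all regions, which the spread from 0.25 to 2.85 argues against. A higher background of low counts in the *S1pr2 fl/fl K14-Cre* library, which may also raise other genes of few UMIs, stays open; whether it comes from probe products bound without their target, and why it would be higher in the upper skin, was not tested. A real expression of these receptors after the deletion was not tested either, and section and genotype were the same split.

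The paper does not discuss developmental muscle genes. Over all spots under tissue, *Myh3*, *Myh8*, *Mymk* and *Tnnt2* had 91 UMIs in the *S1pr2 fl/fl* and 922 in the *S1pr2 fl/fl K14-Cre* section, a log2 ratio of 4.24 (3.93 to 4.57), and 82.1% of the *S1pr2 fl/fl K14-Cre* UMIs lay in 1 cluster of 174 spots, which also had dermal and fat markers. More skeletal muscle in the section would raise adult muscle genes as far, but *Acta1*, *Ckm*, *Myh4* and *Mylpf* rose by a log2 ratio of 1.86 (1.85 to 1.87), which argues against it as the whole source. The background of low counts is smaller as well, at 1.43 for the receptor genes over all spots. Muscle under growth or repair, or a difference of body site or of mouse, stays open and untested, since 1 section per genotype was sequenced.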

How the results depend on the processing

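The receptor-gene subtraction, the connected groups of spots, the naming of shallow clusters and the unnaming of clusters led by blood or developmental muscle genes were chosen after seeing the data; the other alternatives were set before the data were examined. Unless a reason is given, the cause was not tested. Of the values of the gene lists and *S1pr2* under the latter, 32 stayed inside the counting interval, 12 moved out of it, and 4 more, of sums whose interval left out 0, changed sign. Sums whose interval held 0 are not among the 4, and TRIF with TRAF3 and *S1pr2* changed sign under some alternatives as well. The 4 are the cytokine sum relative to *Gapdh* and the MyD88/NF-κB sum relative to *Gapdh*, with the TMM factor and over all spots. *Gapdh* scaling and the TMM factor move every gene alike. Over all spots, the interval of the MyD88/NF-κB sum held 0 (−0.12 to 0.014).

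The IL-12 family stayed higher in *S1pr2 fl/fl K14-Cre* under every alternative that gave a value, from 0.38 to 3.02, against 2.69; it was 1.46 over all spots under tissue and 0.38 relative to *Gapdh*. The cytokine sum (1.48) was 2.30 at clustering resolution 0.5, 0.31 over all spots, 0.64 with the TMM factor, −0.83 relative to *Gapdh* and 0.70 with the mean of a receptor gene taken off. The MyD88/NF-κB sum (0.49) kept its direction under the other definitions of the epidermis (0.36 to 0.50), but was −0.053 over all spots, −0.35 with the TMM factor and −1.82 relative to *Gapdh*; the TMM factor moves every gene by −0.84, which is larger than the sum. TRIF and TRAF3 (0.50) gave −0.34 with the TMM factor, −1.81 relative to *Gapdh*, −0.46 as a mean over spots and −0.22 over all spots. The angiogenesis genes (−0.048) gave −0.30 over all spots, −0.89 with the TMM factor and −2.36 relative to *Gapdh*. *S1pr2* (−0.41) gave 0.16 at resolution 0.5, 0.056 in the uppermost spots, −2.72 relative to *Gapdh* and −2.48 with the receptor mean taken off. The *Gapdh* scaling rests on 5 and 11 UMIs, and lowers every log2 ratio by the same amount.

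Among single genes whose interval left out 0, relative to *Gapdh* the direction turned for *Il17f* (−1.03), *Il1b* (−0.29), *Irak4* (−1.28), *Tab1* (−0.57), *Nfkb1* (−0.57), *Rela* (−1.04) and *S1pr3* (−0.72), and over all spots for *Il1b* (−0.50) and *Irak4* (−0.12). Some genes whose interval held 0 turned as well, such as *Traf3* (0.56, and −0.65 over all spots) and *Il17a* (−0.41, and 0.90 over all spots). Apart from the turned values of the former, 269 values of 43 single genes stayed inside their interval and 58 moved under alternatives set before, and 29 and 2 under the added subtraction. At a minimum of 30 UMIs, 0 of the 10 highest and lowest genes were shared with the choice at 100, since genes of few UMIs then fill both ends.

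The share of spots with *Cd4* and *Il17a* in *S1pr2 fl/fl*, and with *Cd8a* and *Il17a* in *S1pr2 fl/fl K14-Cre*, was 0 after thinning and 0 in epidermis-like spots; each rests on 1 spot. The number of spots with *Cd2*, *Cd3g* and *Il17a* was 0 under each alternative. In *S1pr2 fl/fl*, median UMIs and genes per spot were 4319 and 2074.5 with at least 500 UMIs, and 3835 and 1885 in connected groups; the former leaves out shallow spots by construction.

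The region shares moved with the clustering. Epidermis-like spots in *S1pr2 fl/fl* (18.3%) were 13.5% at resolution 0.5, 14.5% with at least 500 UMIs and 15.4% in the joint clustering, and in *S1pr2 fl/fl K14-Cre* (17.7%) 13.3% with at least 500 UMIs and 0.815% in the joint clustering. Dermis-like spots in *S1pr2 fl/fl* (13.2%) were 0% at resolution 0.5, 11.1% with at least 500 UMIs and 0% in the joint clustering. Subcutaneous-like spots in *S1pr2 fl/fl* (17.6%) were 33.9% with at least 500 UMIs, 29.8% with shallow clusters named, and 10.1% with the cluster led by blood genes left unnamed. In *S1pr2 fl/fl K14-Cre* (31.6%) they were 54.4% at resolution 0.5 and 44.5% with at least 500 UMIs; the former includes 280 spots named fat-like although 5 of their 10 leading genes are of developmental muscle, and without them it was 25.9%. The joint clustering gave no values for the gene lists, because 8 *S1pr2 fl/fl K14-Cre* spots fell in its epidermis-like cluster. Scaling to *Gapdh*, the mean over spots and the receptor subtraction gave no value for single genes left without UMIs in a section. No paired analysis was possible because each genotype has 1 library. Depth limits the cytokine genes, with 1 to 23 UMIs per gene and section in epidermis-like spots. It also limits other named genes, such as *Angpt1* (0 and 12 UMIs) and *Irf7* (0 and 6).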

Differences from the paper's values

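The paper's Fig. 5B shows about 400 epidermis spots for *S1pr2 fl/fl*, read by eye, against 234 here, and about 370 for *S1pr2 fl/fl K14-Cre*, read by eye, against 174 here. Of the alternatives set before the data were examined, the 2 uppermost tissue spots of each array column gave 404 and 400 spots, less than 1.5-fold from the paper's values, but that number is set by the array columns with tissue and not by the amount of epidermis, while clustering at resolution 0.5 (173 and 172) and joint clustering (198 and 8) did not close the gap. Ranking spots by keratinocyte markers took the number of spots from the figure.

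The share of spots with *Cd4* and *Il17a* in the paper is about 0.66% for *S1pr2 fl/fl* and about 0.43% for *S1pr2 fl/fl K14-Cre* in Fig. S2D, read by eye, against 0.0780% and 0% here. For *Cd8a* and *Il17a* the paper's shares are about 0.08% and about 0.54% in Fig. S2D, read by eye, against 0% and 0.102% here. For *Cd2*, *Cd3g* and *Il17a* they are about 0.17% and about 0.11% in Fig. S2D, read by eye, against 0% and 0% here. Over all spots under tissue, the paper's shares for *Cd4* and *Il17a* lie above the counting limits here (0.434% and 0.306%). Its shares for *Cd8a* and *Il17a* lie inside them (up to 0.234% and 0.567%). So do those for *Cd2*, *Cd3g* and *Il17a* (up to 0.234% and 0.306%). None of the alternatives set before the data were examined closed these gaps, that is thinning each spot to 1000 UMIs, spots with at least 500 UMIs, epidermis-like spots alone, and any CD3 gene. The highest shares among them were 0.0912% for *Cd4* and *Il17a* in *S1pr2 fl/fl* and 0.106% for *Cd8a* and *Il17a* in *S1pr2 fl/fl K14-Cre*, with at least 500 UMIs.

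The paper's mean reads per spot are 903639 for *S1pr2 fl/fl* and 1010791 for *S1pr2 fl/fl K14-Cre*. The paper's own numbers of reads divided by the spots over tissue in the files give 450597 and 506197, or 901193 and 1012394 on a scale of 2 for each read, a factor chosen after seeing the values, on which they come close to the paper's. With spots of at least 500 UMIs, an alternative set before the data were examined, the values were 527067 and 524371, or 1054133 and 1048742 on that scale.

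The paper states that TRIF and TRAF3 are lower in the *S1pr2 fl/fl K14-Cre* epidermis. Here the summed log2 ratio of *Ticam1* and *Traf3* was 0.50 (−0.25 to 1.23); it was also positive with clustering at resolution 0.5 (0.46), ranked spots (0.26) and the uppermost spots (0.16). It was negative, the paper's direction, at −0.46 as a mean over spots and −0.22 over all spots under tissue, and at −0.34 with the TMM factor and −1.81 relative to *Gapdh*, which move every gene by the same amount. Of the 5 cytokine genes that the paper states are higher, 4 were higher here, and *Il17a* had 3 UMIs in *S1pr2 fl/fl* and 1 in *S1pr2 fl/fl K14-Cre*; it was higher with clustering at resolution 0.5 (log2 ratio 1.23), ranked spots (1.24), the uppermost spots (1.41) and all spots (0.90). The paper states that the angiogenesis genes did not change or fell, and *Angpt1* had 0 UMIs in *S1pr2 fl/fl* and 12 in *S1pr2 fl/fl K14-Cre*. The paper's text states a lower share of *Cd8a* and *Il17a* areas in *S1pr2 fl/fl K14-Cre*, whereas its Fig. S2D bar is higher for *S1pr2 fl/fl K14-Cre*; here 0 and 1 spots were found. The paper states that subcutaneous tissue of both genotypes fell in the same cluster, and in the joint clustering here 152 *S1pr2 fl/fl* spots and 1 *S1pr2 fl/fl K14-Cre* spot were in 1 muscle-like cluster and 94 and 319 in another.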

Other observations

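The tests on basal genes and on late genes over all spots were chosen only after the fall of the late genes had been seen; what the tests on the receptor genes, on muscle-like spots and on lung genes would show was written down before. For the test on muscle-like spots, the minimum of 30 UMIs per gene was chosen after 50 had also been looked at, and its reading was set after the late genes had been seen to fall in muscle-like spots too. The reading of the lung test was also set after its values were seen.

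The rise of the cytokine sum in *S1pr2 fl/fl K14-Cre* epidermis-like spots (log2 ratio 1.48) was tested against a higher background of low counts. The receptor genes rose by 2.85 in the same spots, above the whole interval of the cytokine sum (0.74 to 2.24), as such a background requires. With the mean of a receptor gene taken off each gene, a choice made after seeing the data, the sum had a log2 ratio of 0.70. In muscle-like spots, where the receptor genes moved by 0.25, the cytokine sum had 24 and 16 UMIs, a log2 ratio of −0.60 (−1.61 to 0.37). The background may account for the rise of the cytokine sum, and a change in expression of the 5 genes below it stays open.

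For the IL-12 family (log2 ratio 2.69, 1.78 to 3.68), the same background of 2.85 lies inside the interval. *Il23a* stands apart: its 23 UMIs in *S1pr2 fl/fl K14-Cre* lie at the 99.8th percentile of receptor genes, and its log2 ratio is 3.17 with the receptor mean taken off and 2.21 (1.49 to 2.98) over all spots under tissue. A part of the IL-12 rise may be background, and a higher expression of *Il23a* stays open. *Nfkb1* (203 UMIs) and *Rela* (179) in *S1pr2 fl/fl K14-Cre* lie above every receptor gene, and so does *Myd88*. A background of 3.90 UMIs per gene, the mean of the receptor genes, is too small for their values. A background that differs between genes was not tested and stays open. *Tmem267* (28 and 83 UMIs) and *Atic* (42 and 121), among the highest genes, rose by 2.74 and 2.70, near the receptor genes' 2.85. In muscle-like spots, where the receptor genes moved by 0.25, *Nfkb1* had −1.08 (−1.66 to −0.52) and *Rela* 0.32 (−0.13 to 0.78).

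Late differentiation genes were lower in the *S1pr2 fl/fl K14-Cre* epidermis-like spots. The 5 genes with the lowest ratios were *Rptn* (log2 ratio −4.04), *Flg* (−3.94, 9927 and 288 UMIs), *Hrnr* (−3.86), *Rab5a* (−3.79) and *Lce1c* (−3.63), and the 5 with the highest were *Tmem267* (2.74), *1700024B05Rik* (2.73), *Atic* (2.70), *Lama3* (2.53) and *Dsc2* (2.47). The sum of *Flg*, *Hrnr*, *Rptn*, *Krt1* and *Krt10*, called the late genes here, had a log2 ratio of −2.70. Most of its UMIs came from *Krt1* (12880 and 1173) and *Krt10* (22801 and 1847), keratins of an earlier stage of differentiation. Their log2 ratios were −2.29 and −2.45. *Flg* was higher in 0 of 16 pairs of segments. *S100a9* (−2.77), *S100a8* (−1.14), *Krt16* (−1.56), *Krt6a* (−1.12) and *Il1f6* (−2.36), genes chosen after their values were seen, were lower as well, and *Mki67* had 0.12 (−0.22 to 0.45). Others, also chosen after their values were seen, did not fall or fell little. *Lcn2* was higher (0.56, 0.18 to 0.93), *Il1rn* had 0.061 (−0.058 to 0.18) and *Krt17* −0.11 (−0.19 to −0.027). Of the barrier genes of the RT-qPCR, *Flg2* had −1.37, *Cdsn* −1.89, *Cldn1* −0.20 (−0.51 to 0.11) and *Ocln* 14 and 3 UMIs.

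Less epidermis and more dermis in each *S1pr2 fl/fl K14-Cre* spot would lower the basal genes *Krt5*, *Krt14*, *Lgals7* and *Dsg3* as far, but their log2 ratio was −0.16 (−0.18 to −0.13). These genes are among the markers that named the spots, and in spots not chosen by markers they fell further, with log2 ratios of −0.53 in the uppermost spots and −1.03 over all spots, against −2.95 and −3.19 for the late genes. The gap argues against such a mixture as the whole source, but the 9 dermis markers were higher in the *S1pr2 fl/fl K14-Cre* epidermis-like spots (0.71, 0.64 to 0.79), so a part of the fall may come from it. If the *S1pr2 fl/fl K14-Cre* spots had left out the outer layers, the late genes would be near equal over all spots under tissue. However, their log2 ratio there was −3.19 (−4.26 for *Flg* alone). A shift of the same genes over the whole section, such as a difference in probe yield, cannot be told apart from a change in the epidermis. Over 1370 genes at similar levels in both regions, the log2 ratios in epidermis-like and muscle-like spots had a Pearson r of 0.36 (Spearman rho 0.35; across genes, which are not independent replicates), and 1% of these genes lay below −1.23 in muscle-like spots. The 5 late genes are not among them (0 of 5), since they are far higher in the epidermis. With a minimum of 50 UMIs, r was 0.43 over 704 genes. Without the limit on levels, added after seeing the data, r was 0.40 over 2011 genes, 3 of the late genes among them, and 1% lay below −2.25 in muscle-like spots. Each r lies below the 0.5 written down for such a shift. However, the late genes also fell in muscle-like spots (−3.15), where the basal genes fell by 2.72, so that epidermal transcripts spread under the muscle may set these values. Loss of the outer layers from the section before capture stays open too. A change of keratinocyte differentiation with the genotype stays open as a hypothesis, with 1 section per genotype.

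A cluster of 221 *S1pr2 fl/fl* spots with a median of 690 UMIs was led by *Sftpc*, a lung gene, with 46 UMIs there and 12 in the other spots. RNA or reads from lung would bring the other abundant lung genes. The highest of the 4 others in the files, *Ager*, had 6 UMIs in the cluster, and *Sftpa1*, *Sftpd* and *Cldn18* had 5, 1 and 1. Per UMI of the spots, *Ager* was 7.34-fold (2.41 to 18.9) and *Sftpa1* 6.11-fold (1.79 to 16.8) above the other *S1pr2 fl/fl* spots, while the intervals of *Sftpd* and *Cldn18* held a ratio of 1. The level that lung RNA would give the 4 genes is not in these data and their counts are few, so lung stays open, and no biological explanation was tested.

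*Tlr7* had 3 and 4 UMIs in the *S1pr2 fl/fl* and *S1pr2 fl/fl K14-Cre* epidermis-like spots, a ratio of 3.00 (0.508 to 20.5), and 74 and 56 over all spots under tissue (log2 ratio 0.50, −0.028 to 1.02). *Irf7* had 0 and 6 UMIs, 4.50-fold higher in *S1pr2 fl/fl K14-Cre* when the 0 is set to 3 counts and 2.65-fold at the lower 95% limit of the ratio. Over all spots it had 115 and 66 (0.10, −0.36 to 0.55). Both folds of *Irf7* lie below the receptor genes' ratio of 7.22, and its *S1pr2 fl/fl K14-Cre* count lies at their 82.2nd percentile. The background of 2.85 on the log2 scale may therefore account for it. Among the other S1P receptors in epidermis-like spots, *S1pr1* had 1 and 4 UMIs, *S1pr3* 9 and 12, *S1pr4* 23 and 14, and *S1pr5* 39 and 15.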
